# Autophagy inhibition elicits emergence from metastatic dormancy by inducing and stabilizing Pfkfb3 expression

**DOI:** 10.1038/s41467-019-11640-9

**Published:** 2019-08-14

**Authors:** Alyssa La Belle Flynn, Benjamin C. Calhoun, Arishya Sharma, Jenny C. Chang, Alexandru Almasan, William P. Schiemann

**Keywords:** Breast cancer, Metastasis

## Abstract

Breast cancer stem cells (BCSCs) are unique in their ability to undergo unlimited self-renewal, an essential process in breast cancer recurrence following metastatic dormancy. Emergent metastatic lesions were subjected to microarray analysis, which identified 6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 3 (Pfkfb3) as a differentially expressed gene coupled to metastatic recurrence. Here, we report that elevated Pfkfb3 expression correlates with the appearance of aggressive breast cancers and reduces relapse-free survival, as well as enhances BCSC self-renewal and metastatic outgrowth. We observe an inverse relationship between Pfkfb3 expression and autophagy, which reduces Pfkfb3 expression and elicits cellular dormancy. Targeted depletion of Atg3, Atg7, or p62/sequestosome-1 to inactivate autophagy restores aberrant Pfkfb3 expression in dormant BCSCs, leading to their reactivation of proliferative programs and outgrowth. Moreover, Pfkfb3 interacts physically with autophagy machinery, specifically the UBA domain of p62/sequestosome-1. Importantly, disrupting autophagy and this event enables Pfkfb3 to drive dormant BCSCs and metastatic lesions to recur.

## Abstract (web summary)

Cancer cells can use autophagy as a mechanism of surviving from external stresses. Here, the authors show that Pfkfb3, a glycolytic gene, is expressed in metastatic breast cancer cells but not in dormant cells that demonstrate features of autophagy.

## Introduction

Among women, breast cancer is the second leading cause of cancer-associated deaths, claiming the lives of more than 40,000 women in the United States in 2015 (ref. ^1^). Nearly 90% of these breast cancer-associated deaths were due to metastasis, a clinically incurable disease that is poorly understood^2^. Evidence suggests that even in the earliest stages of breast cancer, disseminated tumor cells (DTCs) are shed from the growing tumor, enter the bloodstream, extravasate, and colonize distant metastatic sites^3,4^. While many cells escape the primary tumor, only those capable of tumor initiation (i.e., breast cancer stem cells (BCSCs)) ultimately give rise to the formation of overt metastasis^5^. Upon colonization of distant metastatic sites, BCSCs can enter a state of metastatic dormancy, thereby halting their proliferation and activating cellular stress response pathways while remaining metabolically active^6–9^. Recent evidence suggests that dormant phenotypes are malleable and manipulation of intrinsic and/or extrinsic factors can reverse dormant phenotypes and reinitiate proliferative programs in vivo^10,11^. While ~62% of all deaths attributed to breast cancer occur 5 years or more following clinical disease remission, the mechanisms that render dormant BCSCs competent to reactivate proliferative programs remain unknown^12^.

During the colonization of metastatic sites, BCSCs can activate macroautophagy (henceforth referred to as autophagy), a process by which cells recycle macromolecules as a means to overcome environmental stressors (e.g., nutrient deprivation) and ensure for their survival^7^. The polyubiquitin-binding protein, p62/sequestosome-1 (SQSTM1) is a vital component of the autophagy machinery that is degraded during autophagy^13^. Tumor cells with deficient autophagic processes can accumulate p62/SQSTM1, an event that alters its function and contributes to tumorigenesis^13^. Recent findings suggest that autophagy functions in maintaining cancer stem cell (CSC) phenotypes, particularly their acquisition of chemoresistant phenotypes^7,13,14^.

Along these lines, the critical glycolysis mediator 6-phosphofructo-2-kinase/fructose 2,6-biphosphatase 3 (Pfkfb3) has also been linked to autophagic processes^15–17^. Pfkfb3 is one of four Pfkfb isoforms that regulates the rate of glycolysis by generating fructose 2,6-bisphosphate (Fru-2,6-P2)^18^. Besides its glycolytic and autophagic activities, Pfkfb3 also plays important roles in regulating several cell behaviors, including (i) stimulating endothelial cell vessel sprouting in response to hypoxia^19^; (ii) promoting cell cycle progression through the G1 and S phases^20^; and (iii) suppressing apoptosis^21^. The Warburg Effect refers to the ability of cancer cells to preferentially utilize glycolysis as an energy source even under aerobic conditions, thereby contributing to cancer initiation and progression^22^. Accordingly, upregulated Pfkfb3 expression is evident in numerous human cancers as compared to corresponding normal tissue^23^. Given the known roles of Pfkfb3, we hypothesized that Pfkfb3 could play a critical role in promoting dormant metastatic cells to reactivate proliferative programs and recur.

Here, we show that Pfkfb3 expression is upregulated in metastatically competent cells and predicts for reduced relapse-free survival (RFS). Importantly, heterologous expression of Pfkfb3 in dormant BCSCs significantly increased their frequency and capacity for self-renewal, and conversely, depleting Pfkfb3 expression in metastatic BCSCs significantly reduced their survival and outgrowth proficiency both in vitro and in vivo. Pfkfb3 expression and autophagy exhibited an inverse relationship, such that dormant breast cancer cells displayed a Pfkfb3^Low^Autophagy^High^ phenotype that gave way to a Pfkfb3^High^Autophagy^Low^ phenotype in metastatic breast cancer cells. As such, pharmacologic and genetic inactivation of autophagy dramatically upregulated Pfkfb3 expression in dormant breast cancer cells, thus enabling their outgrowth both in vitro and in vivo. Collectively, our findings indicate that emergence from metastatic dormancy and subsequent disease recurrence reflects a phenotypic shift from a Pfkfb3^Low^Autophagy^High^ to a Pfkfb3^High^Autophagy^Low^ profile, suggesting that monitoring tumor Pfkfb3 and autophagy status may offer insights into patient long-term survival and response to therapy.

## Results

### Characterization of dormant BCSC growth and self-renewal

To identify drivers capable of overcoming metastatic dormancy, we utilized the D2-hyperplastic alveolar nodule (HAN) progression series, a well-established model of breast cancer dormancy that comprises dormant D2.OR cells and metastatic D2.A1 cells originally derived from BALB/c mice^24–26^. Accordingly, D2.OR cells express numerous senescence-associated genes not expressed by their metastatic D2.A1 counterparts (Supplementary Fig. 1a). Although both cell lines exhibit identical growth rates in traditional two-dimensional (2D)-culture systems^10,24–27^, D2.OR cells readily acquire dormant phenotypes when: (i) cultured in three-dimensional (3D) cultures comprising reconstituted basement membrane extracts that mimic the extracellular matrix composition of the pulmonary microenvironment (Supplementary Fig. 1b), and (ii) inoculated into the lungs via the lateral tail veins of syngeneic BALB/c mice^10,28,29^. While D2.OR and D2.A1 cells both extravasate into lung tissue, only D2.A1 cells readily colonize the lung and form large metastatic lesions that rapidly kill mice^24,25^. In contrast, D2.OR cells readily enter a state of dormancy in the lungs of BALB/c mice^30^.

The sequential propagation of these same D2.HAN derivatives from 2D-plastic to a 4 to 5-day span in 3D cultures (i.e., priming) dramatically drove the expansion and aggressiveness of BCSCs both in vitro (i.e., mammospheres; Fig. 1a) and in vivo (i.e., lung metastases; Fig. 1b). Indeed, in vitro breast cancer cell priming significantly expanded the growth and self-renewal of dormant D2.OR BCSCs as evidenced by serial mammosphere assays where primed cells produced larger and more numerous spheres relative to their unprimed counterparts (Fig. 1a). When inoculated into the lateral tail veins of BALB/c mice, primed breast cancer cells formed macroscopic pulmonary tumor nodules that were not evident in the lungs of mice inoculated with unprimed D2.OR cells (Fig. 1b). We also show that primed D2.OR-derived tumors form more numerous microscopic nodules (Fig. 1c) and that metastatic D2.A1 cells form tumors that are larger than their dormant D2.OR counterparts (Fig. 1d). Furthermore, in vivo extreme limiting dilution assays (ELDA) of primed and unprimed dormant and metastatic cells clearly detected increased stem cell frequencies (Fig. 1e) and decreased tumor latencies (Supplementary Fig. 2a, b) in primed populations as compared to their unprimed counterparts. Finally, it should be noted that metastatic foci derived from D2.A1 cells exhibited two distinct tumor morphologies: (i) tumor nodules of epithelioid morphology were exclusively located within the pulmonary parenchyma, and (ii) tumor nodules comprised spindle-shaped cells were restricted to the pulmonary pleural surface (Fig. 1f, g). As expected, unprimed D2.OR cells acquired dormant phenotypes in the lungs of BALB/c mice, resulting in the formation of small micro-nodules. In stark contrast, primed D2.OR cells were capable to varying extents of forming macroscopic and microscopic spindle-shaped tumor nodules within both the parenchymal and pleural lung compartments. Collectively, these findings suggest that a switch in metastatic dormancy may reflect differences in the location of the metastatic niche within the lung, as well as alterations in the resultant morphology exhibited by colonizing BCSCs.

**Fig. 1:**
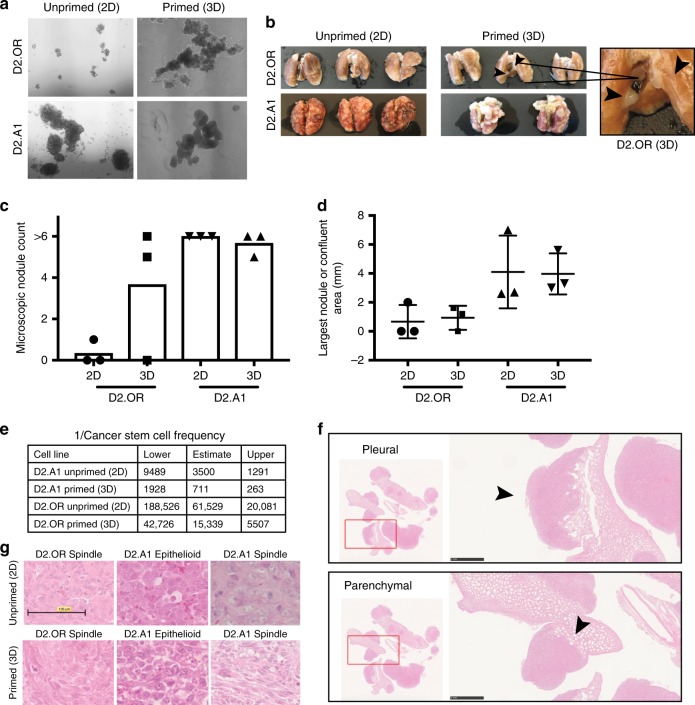
Characterization of dormant BCSC growth and self-renewal. **a** Mammosphere assay of primed and unprimed D2.OR and D2.A1 cells (1 × 10^4^ cells/well in a six-well plate). **b** Excised lung tissue from mice inoculated with D2.OR (2D), D2.OR (3D), D2.A1 (2D), or D2.A1 (3D) cells (1 × 10^6^ cells/mouse). D2.OR (3D) lungs exhibit small tumor nodules as shown by the black arrows (and inset). D2.A1 (2D) and D2.A1 (3D) have extensive tumor nodules covering the outer pleural surface (*n* = 3 mice/group). **c** Microscopic nodule count from lung tumors in **b**. **d** Largest nodule or confluent area (as measured in millimeters (mm) by NanoZoomer Digital Pathology viewer software). **e** Estimated stem cell frequencies of D2.A1 and D2.OR 2D and 3D cells when inoculated into the mammary fat pads of BALB/c mice (100, 1000, or 10,000 cells/mouse injected for D2.A1 cells and 500, 5000, or 50,000 cells/mouse injected for D2.OR cells; *n* = 5 mice/group). Estimated stem cell frequencies at 95% confidence interval were generated using http://bioinf.wehi.edu.au/software/elda/. **f** Hematoxylin and eosin-stained D2.A1 pleural and parenchymal morphologies. Scale bar = 1 mm. **g** Hematoxylin and eosin-stained dormant D2.OR and metastatic D2.A1 lung tumor nodules with differential morphologies derived from BALB/c mice. Scale bar = 100 μM

### Pfkfb3 expression correlates with metastatic dormancy escape

To evaluate the molecular mechanisms that underlie the differences in the morphology and outgrowth proficiency of these metastatic D2-HAN nodules, we performed laser capture microdissection to procure essentially pure tumor samples comprising the aforementioned metastatic morphologies (Fig. 2a). 

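Gene expression was measured in lung nodules of BALB/c mice inoculated with D2.OR or D2.A1 cells, mouse mammary cancer lines of the same D2.HAN lineage. The cells came from 2D plastic (unprimed) or from 3D culture (primed). Spindle and epithelioid nodules were chosen by their morphology in stained sections of formalin-fixed, paraffin-embedded lung and isolated by laser microdissection, and the RNA of each nodule was labelled and hybridized to 1 array. The 15 arrays hold 3 spindle and 3 epithelial nodules of D2.A1 2D, 2 spindle and 2 epithelial nodules of D2.A1 3D, 2 nodules of D2.OR 2D, numbered 2 and 3, and 3 nodules of D2.OR 3D. The labels call each D2.OR nodule spindle, so comparisons of D2.OR with epithelial nodules of D2.A1 mix morphology with cell line. The legend of Fig. 2 gives 3 mice per group, so some of the 6 D2.A1 2D nodules and of the 4 D2.A1 3D nodules share a mouse, and no label ties a nodule to its mouse. The heat map of Fig. 2b draws 2 columns for D2.OR 3D without numbering them, and all 3 nodules are used here. Where nodules of one mouse stand on the same side of a comparison, p-values over nodules are too small. Where a mouse gave nodules to both sides, as can hold for spindle against epithelial nodules, they can also be too large. The p-values measure the spread between nodules. When a D2.OR 2D nodule is left out, that side is 1 array, and the spread and the estimated correlations come from the other groups alone.

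The authors normalized the probe intensities by Robust Multi-array Average (RMA), which scales the arrays to each other and gives values on a log2 scale. Their table holds 1 value per transcript cluster and array and does not state the log base, which is taken from the method. The 41345 values of an array have medians between 1.81 and 1.91, and all values lie between 0.63 and 13.8. No detection calls come with the values, so a low value shows no more than a low signal, and the number of arrays limits the precision. Each of 22180 genes is represented by the transcript cluster of that gene with the highest mean over the 15 arrays. Differences of group means were tested with limma over all 15 arrays in their 6 groups, with Benjamini-Hochberg adjustment over the 22180 genes. Genes that rose or fell had an adjusted p under 0.05. Before the data were examined, 36 lists of pathways and cell types were fixed, which hold 927 genes, 844 of them measured. Of 252 list tests with camera, 122 passed at a preset correlation of 0.01 and 0 passed with an estimated correlation, where 39 had an unadjusted p under 0.05.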

In doing so, total RNA was isolated and differences in gene expression were identified using Affymetrix GeneChip Mouse 2.0 ST microarrays. The resulting probe intensities were normalized via Robust Multi-array Average, at which point fold-change values were analyzed via Ingenuity Pathway Analysis and KEGG analysis to identify potential pathways capable of mediating escape from metastatic dormancy. Comparing unprimed D2.OR cells to their primed counterparts revealed 295 genes (e.g., 244 downregulated and 51 upregulated) that displayed a ≥2-fold difference in gene expression and an A-NOVA *p* value of <0.05 between groups (Fig. 2b). 

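Priming of D2.OR cells went with higher signals of some lung epithelial genes and lower signals of some lymphocyte genes in their nodules, and no list passed with an estimated correlation. Of 13 measured alveolar type II genes 3 rose and none fell in D2.OR 3D relative to D2.OR 2D (10 rose when adjusted over the list alone; adjusted p = 0.18 with an estimated correlation). Sftpc, a surfactant protein, lay at 2.96 ± 1.32 on the log2 scale (SD, n = 2) in D2.OR 2D and at 9.70 ± 1.42 (SD, n = 3) in D2.OR 3D. Its difference was 6.74 (standard error 0.96, adjusted p = 0.017 from limma), and that of Sftpb, another surfactant protein, was 4.49 (standard error 0.61, adjusted p = 0.015). Without D2.OR 3D nodule 1 or 3 Sftpc no longer passed (adjusted p up to 0.068), nor did Sftpb without nodule 3 (adjusted p = 0.0505). The mean of the alveolar type II genes was 2.79 and 2.89 in the D2.OR 2D nodules and 5.03, 4.03 and 5.41 in the D2.OR 3D nodules.

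Of 20 genes of fibroblasts and smooth muscle 2 rose (9 rose and 1 fell when adjusted over the list alone; adjusted p = 0.17 with an estimated correlation). These were Inmt, a methyltransferase, by 1.75 (standard error 0.22, adjusted p = 0.0085), and Acta2, smooth muscle actin, by 1.82 (standard error 0.33, adjusted p = 0.049). None of 36 extracellular matrix genes passed over all genes (9 rose and 1 fell when adjusted over the list alone; adjusted p = 0.26 with an estimated correlation). Cdkn2a, which encodes inhibitors of the cell cycle, rose by 2.04 (standard error 0.34, adjusted p = 0.036), and Kcnma1, a potassium channel, by 5.95 (standard error 1.09, adjusted p = 0.049). Kcnma1 lay at 10.0, 5.20 and 10.4 in D2.OR 3D nodules 1, 2 and 3. The mean of 14 genes of heart and skeletal muscle was 3.83 in D2.OR 3D nodule 2, against 2.19 and 2.52 in nodules 1 and 3 and 1.91 and 1.97 in D2.OR 2D.

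Of 11 genes of B and plasma cells 1 fell (7 when adjusted over the list alone; adjusted p = 0.26 with an estimated correlation), and of 15 genes of T and NK cells 1 fell (8 over the list alone; adjusted p = 0.30 with an estimated correlation). Fcer2a, an IgE receptor of B cells, had a log2 difference of -2.14 (standard error 0.33, adjusted p = 0.028), and Cd3d, part of the T cell receptor complex, of -1.78 (standard error 0.30, adjusted p = 0.041). Fcer2a lost its call when any of 8 single arrays was left out, and Cd3d with any of 12. The immunoglobulin segment Igkv15-103 fell from 5.54 ± 0.15 (SD, n = 2) to 2.33 ± 0.19 (SD, n = 3), a log2 difference of -3.21 (standard error 0.16, adjusted p = 2.7e-06). Lef1, a transcription factor of Wnt signaling, fell by 3.21 (standard error 0.42, adjusted p = 0.010), Rgs5, a gene of pericytes, by 2.48 (standard error 0.25, adjusted p = 0.0022), and Ebf1, a transcription factor of B cells, by 1.72 (standard error 0.18, adjusted p = 0.0027). Pfkfb3 fell by 2.45 (standard error 0.26, adjusted p = 0.0027), a direction opposite to the one Fig. 2g gives for this gene.

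None of 27 genes of the citrate cycle passed (9 fell when adjusted over the list alone; adjusted p = 0.34 with an estimated correlation). Their median log2 difference was -1.17, but 0.06 without D2.OR 2D nodule 2 and -2.46, with 24 genes that fell, without D2.OR 2D nodule 3 (adjusted p = 0.0086 with an estimated correlation). Genes of fat cells moved with them: the mean of 35 adipocyte genes, a list chosen after the values were seen, was 6.03 and 3.50 in D2.OR 2D nodules 2 and 3 and 3.66, 3.73 and 2.59 in the D2.OR 3D nodules.

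In all, 16 genes rose and 45 fell. These calls rest on the spread of all 6 groups. With limma on the 5 D2.OR nodules alone 0 genes passed (513 higher and 530 lower at an unadjusted p under 0.05; adjusted p = 0.79 for Pfkfb3), and 17 passed with the replicate number as a block. By a one-way test with Benjamini-Hochberg adjustment 0 passed as well (531 higher and 451 lower at an unadjusted p under 0.05). At a difference of at least 2-fold and an unadjusted p under 0.05, the thresholds of the study, 198 genes were higher and 294 lower in D2.OR 3D by limma, and 33 were higher and 39 lower by a one-way test on these groups alone (the paper names an analysis of variance without its groups). The count of 61 was 526 without D2.OR 2D nodule 3, 489 without D2.OR 2D nodule 2, 469 without D2.OR 3D nodule 2 and between 15 and 36 without any other array. Without D2.OR 3D nodule 2, 8 alveolar type II genes, 10 genes of fibroblasts and smooth muscle and 14 extracellular matrix genes rose, and without D2.OR 2D nodule 2, 7 genes of B and plasma cells and 10 of T and NK cells fell (adjusted p = 0.0014 for T and NK cells with an estimated correlation, with 1 array left in D2.OR 2D). Inmt, Igkv15-103, Lef1, Rgs5, Ebf1 and Pfkfb3 passed whichever array was left out, while Acta2, Cdkn2a and Kcnma1 each lost the call with more than 10 of the single arrays.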

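Nodules of unprimed D2.A1 cells (6 nodules) were set against those of unprimed D2.OR cells (2 nodules). Some mitochondrial and lymphocyte genes fell in D2.A1 2D and a few genes of adhesion and of the cell cycle rose, while no list passed with an estimated correlation. Over all genes 221 rose and 710 fell, at adjusted p-values over nodules that are too small because some D2.A1 2D nodules share a mouse. With nodules of one number averaged, 131 rose and 265 fell. Against D2.OR 3D, a reference chosen after the values were seen, 44 rose and 63 fell.

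Among metabolic genes, 24 of 75 genes of oxidative phosphorylation fell and none rose (57 fell when adjusted over the list alone; adjusted p = 0.32 with an estimated correlation). Of 27 genes of the citrate cycle 8 fell and none rose (25 fell over the list alone; adjusted p = 0.32 with an estimated correlation). Of 30 genes of fatty acid oxidation 10 fell (21 fell and 1 rose over the list alone; adjusted p = 0.31 with an estimated correlation), and of 24 genes of branched-chain amino acid degradation 7 fell (16 over the list alone; adjusted p = 0.32 with an estimated correlation). Of 25 genes of fatty acid synthesis 3 fell (10 over the list alone; adjusted p = 0.34 with an estimated correlation). Cox7a1, a subunit of cytochrome c oxidase, fell by 3.92 on the log2 scale (standard error 0.58, adjusted p = 0.0027 from limma), Pck1, an enzyme of gluconeogenesis, by 5.17 (standard error 0.77, adjusted p = 0.0027), and Acadm, a dehydrogenase of fatty acid oxidation, by 3.39 (standard error 0.63, adjusted p = 0.0097). Without D2.OR 2D nodule 2 these differences were -2.33, -3.24 and -1.68 and still passed, and 3 genes of oxidative phosphorylation, 3 of the citrate cycle and 1 of fatty acid oxidation fell. Without D2.OR 2D nodule 3, 59, 25 and 21 genes of these lists fell (adjusted p = 0.020, 0.0086 and 0.0022 with an estimated correlation), as did 19 genes of branched-chain amino acid degradation and 12 of fatty acid synthesis (adjusted p = 0.00061 and 0.022 with an estimated correlation).

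The signals of fat cells moved with these lists. Ucp1, the uncoupling protein of brown fat, fell by 6.58 (standard error 0.76, adjusted p = 0.00055) and Fabp4, a fatty acid-binding protein of adipocytes, by 7.82 (standard error 0.78, adjusted p = 0.00022). Ucp1 lay at 10.3 in D2.OR 2D nodule 2, 6.74 in nodule 3 and between 4.59 and 7.23 in D2.OR 3D, against 1.89 ± 0.11 (SD, n = 3) in spindle and 2.02 ± 0.08 (SD, n = 3) in epithelial nodules of D2.A1 2D. The mean of the citrate cycle genes was 6.33 in D2.OR 2D nodule 2 and 3.95 in nodule 3, and lay between 3.83 and 4.25 in D2.OR 3D and between 3.19 and 3.79 in the 10 D2.A1 nodules.

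Among genes of immune cells, 10 of 11 genes of B and plasma cells fell (10 over the list alone; adjusted p = 0.17 with an estimated correlation), 7 of 15 of T and NK cells (10 over the list alone; adjusted p = 0.26 with an estimated correlation) and 5 of 14 of antigen presentation (7 over the list alone; adjusted p = 0.32 with an estimated correlation). These counts were 5, 4 and 2 without D2.OR 2D nodule 3, and 10, 11 and 7 without nodule 2. With either nodule left out the T and NK cell list had an adjusted p of 0.041 (nodule 3) and 0.0014 (nodule 2) with an estimated correlation, but D2.OR 2D is then 1 array, with no spread of its own, so this is no support for the list. Cd79a, part of the B cell receptor, fell by 3.12 (standard error 0.32, adjusted p = 0.00025), Jchain, which joins IgA and IgM, by 4.86 (standard error 0.58, adjusted p = 0.00063), and Cd3e, part of the T cell receptor complex, by 2.86 (standard error 0.35, adjusted p = 0.00076). Of 47 cytokines and chemokines 6 fell and none rose (9 fell and 4 rose over the list alone), with a median difference of 0.08 and a mean of -0.31. Cxcl13, which attracts B cells, lay at 8.02 ± 0.09 (SD, n = 2) in D2.OR 2D and fell by 4.37 (standard error 0.50, adjusted p = 0.00049). Glycam1, a ligand of L-selectin on high endothelial venules, fell by 8.33 (standard error 1.58, adjusted p = 0.011), but did not pass without D2.OR 2D nodule 3 (adjusted p = 0.079). Of 20 endothelial genes 5 fell (11 over the list alone; adjusted p = 0.14 with an estimated correlation), among them Pecam1, an adhesion molecule of endothelium, by 1.65 (standard error 0.15, adjusted p = 0.00011). Of these genes 7 fell without D2.OR 2D nodule 3 (adjusted p = 0.0022 with an estimated correlation).

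Among genes of movement and adhesion, 2 of 37 genes of integrins and focal adhesion rose and 2 fell (10 and 6 over the list alone; adjusted p = 0.71 with an estimated correlation). Itga3, an integrin subunit that binds laminin, rose by 2.20 (standard error 0.37, adjusted p = 0.0054). Of 36 extracellular matrix genes 5 rose and 1 fell (7 and 2 over the list alone; adjusted p = 0.42 with an estimated correlation), and Thbs1, thrombospondin, rose by 3.34 (standard error 0.29, adjusted p = 8.6e-05). Of 25 mesenchymal genes 4 rose and 2 fell (7 and 3 over the list alone; adjusted p = 0.63 with an estimated correlation). S100a4, a calcium-binding protein, rose by 4.58 (standard error 0.58, adjusted p = 0.00088), and Snai1, a transcription factor of epithelial-mesenchymal transition, by 2.12 (adjusted p = 0.00045). None of 24 epithelial genes passed. Of 42 cell cycle genes 3 rose and none fell (12 rose over the list alone; adjusted p = 0.32 with an estimated correlation), among them Anln, which acts in cytokinesis, by 1.72 (adjusted p = 0.0058). Without D2.OR 2D nodule 3, 3 extracellular matrix, 2 mesenchymal and 2 cell cycle genes rose, and without nodule 2, 3 genes of integrins and focal adhesion rose and 5 fell. Sftpc was higher in D2.A1 2D by 5.02 (standard error 0.86, adjusted p = 0.0058), with an adjusted p of 0.063 without D2.OR 2D nodule 3. Emp1, an epithelial membrane protein, rose by 4.43 (standard error 0.38, adjusted p = 8.6e-05).

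**Figure D1:**
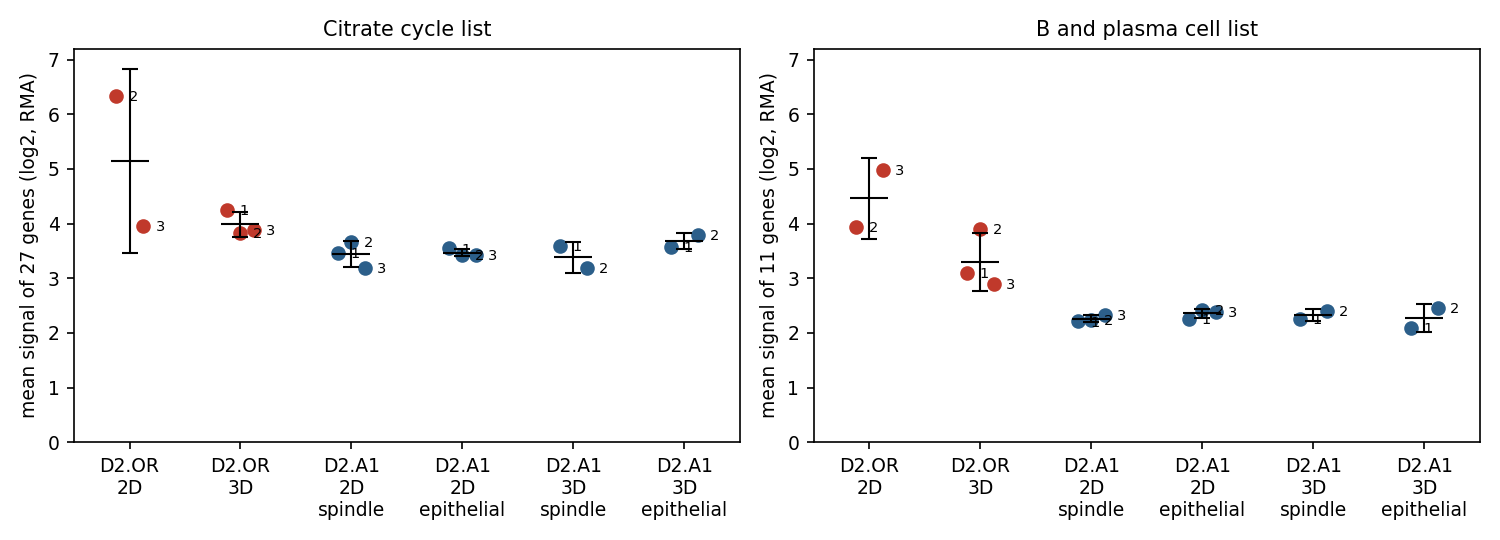
Mean log2 signal of the citrate cycle genes (27) and of the genes of B and plasma cells (11) in each of the 15 nodules, grouped by cell line, culture and morphology. Each point is 1 nodule; D2.OR 2D nodule 2 has the highest citrate cycle mean (6.33), and the B and plasma cell means are 3.94 and 4.98 in D2.OR 2D and between 2.09 and 2.46 in D2.A1.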

Among the most significantly altered canonical pathways evident in dormant versus metastatic tumor nodules were those genes involved in cell movement, cell–cell signaling, immune cell trafficking/inflammation, and cell metabolism (Fig. 2c–f). 

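The groups were ordered by the stem cell frequencies of Fig. 1e, from D2.OR 2D over D2.OR 3D and D2.A1 2D to D2.A1 3D, and genes whose group means rose at each step were counted. This is an order of means without a test. Emp1, an epithelial membrane protein, had means of 2.73, 5.20, 7.15 and 7.31 on the log2 scale, and Rhox5, a homeobox gene, of 1.95, 4.56, 6.44 and 6.56. The D2.OR 3D mean of Rhox5 covers unlike nodules, at 5.49, 2.06 and 6.14 in nodules 1, 2 and 3. Nodule 2 thus lay near the D2.OR 2D nodules (1.87 and 2.03). Mgp, an inhibitor of calcification in the extracellular matrix, had means of 7.29, 9.69, 10.9 and 11.2. The proteoglycan Gpc1 lay 3.30 higher in D2.A1 3D than in D2.OR 2D, Anxa2, a membrane-binding annexin, 3.02 higher, and Fn1, fibronectin, 2.95 higher. Anxa2 lay at 6.54, 4.13 and 6.69 in D2.OR 3D nodules 1, 2 and 3. Nodule 2 was also the lowest of the D2.OR 3D nodules in Emp1, Rhox5, Mgp and Gpc1. Fgfr1, a receptor of fibroblast growth factors, had means of 3.20, 4.07, 4.93 and 5.94, and Lamc1, a laminin chain, of 4.41, 5.10, 5.77 and 6.72. The last 2 are among the 5 genes with at least 0.5 at each step, and the genes of this order were chosen after their values were seen.

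In all, 1889 of 22180 genes rose in this order, and 924 would if the 24 possible orders were equally common. It is the most common of the 24 orders, and its mirror order held 1684 genes. With D2.A1 3D placed before D2.A1 2D at the end, the order held 1591 genes. By limma all D2.A1 and all D2.OR nodules differed in 1152 genes, and D2.A1 3D and D2.A1 2D in 1. Orders that keep the lines apart were thus common whichever D2.A1 group came last, and equal orders are a weak reference. Of the 1889 genes, 66 also passed the test between D2.A1 2D and D2.OR 2D, whose p-values over nodules are too small because some D2.A1 nodules share a mouse.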

Given the large number of differentially expressed genes identified by microarray analysis, we identified potential mediators of metastatic recurrence (i.e., genes that promote escape from dormancy) by distilling our analyses to genes whose expression increased in a manner associated with increased BCSC frequency (Fig. 1e; unprimed D2.OR<primed D2.OR<unprimed D2.A1<primed D2.A1). 

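Pfkfb3 was among the genes with the smallest p-values in every comparison with D2.OR 2D. It ranked 5th of 22180 genes by p for D2.OR 3D against D2.OR 2D and 9th for D2.A1 2D against D2.OR 2D. By the difference of D2.A1 3D and D2.OR 2D it ranked 22128th from the largest rise, or 53rd from the largest fall, with means of 5.63 in D2.OR 2D, 3.18 in D2.OR 3D, 2.66 in D2.A1 2D and 2.69 in D2.A1 3D on the log2 scale. It was thus not among the genes that rose in the order of stem cell frequencies. Its kinase and phosphatase domains set the level of fructose 2,6-bisphosphate, an activator of glycolysis.

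Of its relatives, Pfkfb2 had a difference of -0.10 between D2.A1 2D and D2.OR 2D (standard error 0.11, adjusted p = 0.76 from limma) and Pfkfb4 of 0.01 (standard error 0.16, adjusted p = 0.99). Pfkfb1 was not measured on a transcript cluster of its own. Of 22 glycolysis genes 1 rose and 1 fell between D2.A1 2D and D2.OR 2D (1 and 1 when adjusted over the list alone). The gene that rose was Pgk1, phosphoglycerate kinase, by 1.41 (adjusted p = 0.049, up to 0.45 with a single array left out), and the gene that fell was Pfkfb3. Some D2.A1 nodules share a mouse, so p-values over nodules are too small.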

Included among the most differentially expressed mRNAs evaluated in this microarray analysis was the critical metabolic regulator, 6-phosphofructo-2-kinase/fructose 2,6-biphosphatase 3 (Pfkfb3). Indeed, Pfkfb3 expression was significantly elevated (by 4–8-fold) in metastatic tumors relative to their dormant counterparts (Fig. 2g). Collectively, these findings suggest a role for Pfkfb3 regulating metastatic relapse and recurrence by disseminated breast cancer cells.

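Pfkfb3 had its highest signal in D2.OR 2D nodules and lay lower in each of the other groups. Its level was 5.63 ± 0.26 on the log2 scale (SD, n = 2) in D2.OR 2D and 3.18 ± 0.37 (SD, n = 3) in D2.OR 3D. In D2.A1 2D it was 2.62 ± 0.12 (SD, n = 3) in spindle and 2.70 ± 0.11 (SD, n = 3) in epithelial nodules. In D2.A1 3D it was 2.41 ± 0.30 (SD, n = 2) in spindle and 2.96 ± 0.64 (SD, n = 2) in epithelial nodules. The values of the D2.OR 2D nodules were 5.81 and 5.45, and the highest value among the other 13 nodules was 3.56, in D2.OR 3D.

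Against D2.OR 2D, Pfkfb3 fell by 3.01 in D2.A1 2D spindle nodules (standard error 0.26, adjusted p = 0.00015 from limma) and by 2.93 in D2.A1 2D epithelial nodules (standard error 0.26, adjusted p = 0.00023). It fell by 3.22 in D2.A1 3D spindle nodules (standard error 0.29, adjusted p = 0.00020) and by 2.66 in D2.A1 3D epithelial nodules (standard error 0.29, adjusted p = 0.00096). These tests borrow spread from all 15 nodules. With only the groups compared the D2.A1 2D calls stayed, but D2.A1 3D spindle (adjusted p = 0.095), D2.A1 3D epithelial (adjusted p = 0.15) and D2.OR 3D (adjusted p = 0.79) missed the threshold. Relative to D2.OR 2D these are folds of 0.125, 0.132, 0.107 and 0.158, and D2.OR 2D lay 8.03, 7.60, 9.31 and 6.34-fold above these groups. The difference between D2.A1 3D and D2.A1 2D was 0.02 (standard error 0.18, adjusted p = 0.999), and the priming effect differed between the lines by 2.47 (standard error 0.32, adjusted p = 0.019). That p was up to 0.057 without D2.A1 2D epithelial nodule 1, D2.A1 3D spindle nodule 2 or D2.OR 3D nodule 3. Against D2.OR 3D, a reference chosen after the values were seen, the 4 D2.A1 groups together had a difference of -0.51 (standard error 0.19, adjusted p = 0.32). Some D2.A1 nodules share a mouse, so p-values over spindle and epithelial nodules together are too small. From its findings taken together, the paper proposes that Pfkfb3 has a role in metastatic relapse. In cultured cells it reports more Pfkfb3 mRNA and protein in D2.A1 than in D2.OR, and a further rise of the mRNA in primed D2.A1 (Fig. 3a, b). The RNA of the nodules measured here ran the other way between D2.A1 and D2.OR 2D, while against D2.OR 3D the difference did not pass. The paper also raised and depleted Pfkfb3 in these lines (Fig. 4). By staining it reports Pfkfb3 protein in late D2.A1 lung tumors (Fig. 4d) and more of it in lung nodules of Atg3-deficient D2.OR cells (Fig. 6n). It places the effect of autophagy on Pfkfb3 after translation, which RNA does not show. The experiments of Fig. 3, Fig. 4, Fig. 6 and Fig. 7 were not analysed here.

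**Figure D2:**
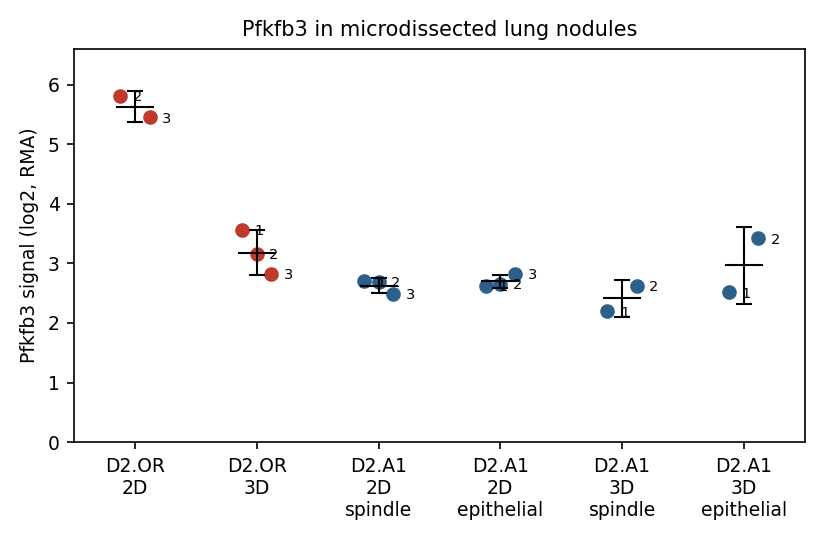
Pfkfb3 signal (log2, RMA) in each of the 15 nodules, grouped by cell line, culture and morphology. Each point is 1 nodule and each line the mean of its group; the D2.OR 2D nodules lie at 5.81 and 5.45 and all others at or below 3.56.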

**Fig. 2:**
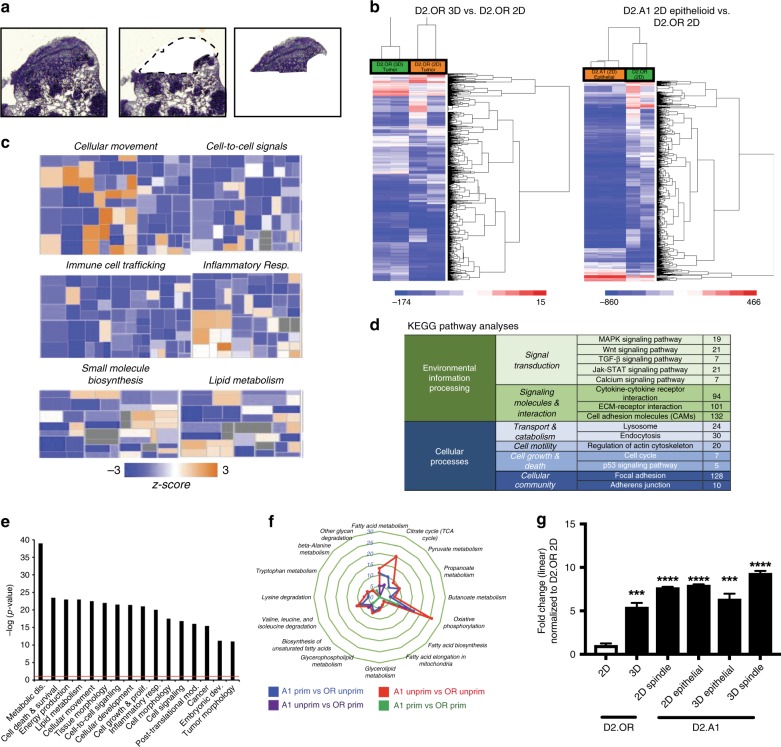
Aberrant Pfkfb3 expression correlates with emergence from metastatic dormancy. **a** Laser capture microdissection of cresyl violet-stained 12-μm-thick murine lung tumors from Fig. 1b at ×1.25 magnification. **b** Heatmap derived from microarray analysis with threefold differences between each evaluated group (*n* = 3 mice/group). **c** Ingenuity Pathway Analysis (IPA) hierarchical heatmap derived from Downstream Effects Analysis. *Z*-score represents activation of each biological function where blue represents decreased function and orange represents increased function. Fold change cutoff of 3. **d** IPA-derived pathway analysis identified pathways significantly altered (threefold change) between dormant D2.OR and metastatic D2.A1 derived pathways. **e** KEGG Pathway analysis reveals major pathways altered between dormant D2.OR and metastatic D2.A1 cells (threefold change cutoff). **f** Spider plot depicts the number of genes altered more than threefold between comparison groups in genes belonging to the identified metabolic pathways. **g** Pfkfb3 expression in samples analyzed via Affymetrix GeneChip Mouse 2.0 ST microarrays

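Epithelial nodules of unprimed D2.A1 cells (3 nodules) differed from D2.OR 2D nodules (2 nodules) in the ion channel Kcnma1, which rose by 8.62 on the log2 scale (standard error 1.09, adjusted p = 0.0016 from limma). S100a4 rose by 4.79 (standard error 0.64, adjusted p = 0.0021), Thbs1 by 3.50 (standard error 0.32, adjusted p = 0.00023) and Gpc1, a proteoglycan, by 3.27 (standard error 0.36, adjusted p = 0.00064). Fabp4 fell by 7.82 (standard error 0.88, adjusted p = 0.00068), Cox8b, a cytochrome c oxidase subunit of brown fat and muscle, by 6.85 (standard error 0.96, adjusted p = 0.0027), and Cxcl13 by 4.28 (standard error 0.55, adjusted p = 0.0018). In all, 159 genes rose and 416 fell, and the count of 575 was 266, 299 and 294 without D2.A1 2D epithelial nodule 1, 2 or 3, 998 without D2.OR 2D nodule 2 and 898 without D2.OR 3D nodule 2. With only these 5 nodules in limma 168 genes passed (101 rose and 67 fell). By a one-way test on them with Benjamini-Hochberg adjustment 0 passed (1179 higher and 840 lower at an unadjusted p under 0.05). The D2.OR nodules are labelled spindle, so morphology and cell line are mixed here.

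Among 203 measured members of the 6 metabolic lists, none was more than 3-fold higher and 65 were more than 3-fold lower in D2.A1 2D than in D2.OR 2D. The lower genes were 15 of 27 of the citrate cycle, 18 of 75 of oxidative phosphorylation, 16 of 30 of fatty acid oxidation, 6 of 25 of fatty acid synthesis, 9 of 24 of branched-chain amino acid degradation and 1 of 22 of glycolysis. These counts rest on differences of group means without a test. Between D2.A1 3D and D2.OR 2D, 1 gene was higher and 56 lower. Against D2.OR 3D, 1 gene was higher and 6 lower in D2.A1 2D, and 3 were higher and 7 lower in D2.A1 3D. Without D2.OR 2D nodule 2, 4 genes were higher and 5 lower in D2.A1 2D, and without D2.OR 2D nodule 3 none was higher and 120 were lower. For D2.A1 3D against D2.OR 2D the counts were 5 higher and 7 lower without nodule 2, and 1 higher and 116 lower without nodule 3. The signal of Ucp1, the uncoupling protein of brown fat, was highest in D2.OR 2D nodule 2.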

### Pfkfb3 is correlated with reduced RFS

The known biological functions of Pfkfb3 include critical roles in promoting glycolysis^20,21^, and in stimulating vessel sprouting^19^, cell survival^21^, and cell proliferation^21^, events that are essential for ensuring the survival and recurrence of metastatic breast cancers. These findings, together with those above, raised the possibility that aberrant Pfkfb3 expression correlates with breast cancer tumor progression and the acquisition of aggressive phenotypes. To test this supposition, we monitored the expression patterns of Pfkfb3 in normal and malignant murine and human breast samples. In doing so, we observed Pfkfb3 mRNA (Fig. 3a) and protein expression (Fig. 3b) to be significantly upregulated in metastatic D2.A1 cells as compared to their dormant D2.OR counterparts. Moreover, Fig. 3a also depicts the impact of our priming protocol to further increase Pfkfb3 expression in D2.A1 cells. The association of Pfkfb3 with metastatic competency prompted us to investigate the relationship between Pfkfb3 expression and breast cancer development. As such, we examined Pfkfb3 expression in several isogenic derivatives of the murine 4T1 progression series, including weakly tumorigenic 67NR cells, dormant and systematically invasive 4T07 cells, and fully metastatic 4T1 cells^31^. As expected, Pfkfb3 expression correlated with the aggressiveness of the 4T1 progression series (Fig. 3c). Likewise, a corresponding increase of Pfkfb3 expression was also observed in NMuMG cells transformed by overexpression of human EGFR (NME^32^) as compared with parental NMuMG cells (Fig. 3d). Finally, we also examined Pfkfb3 expression in a cohort of patient-derived xenograft (PDX) models comprising five basal breast cancer tumors and two HER2-enriched tumors (Fig. 3e, Supplementary Table 1)^33^. As expected, PDX tissues exhibited increased Pfkfb3 expression as compared to normal human mammary epithelial cells (HMECs). Similar elevations in Pfkfb3 mRNA (Fig. 3f) and protein (Fig. 3g) expression were observed in a variety of established human breast cancer cell lines relative to HMECs; however, it should be noted that the correlation between Pfkfb3 mRNA and protein expression varies slightly within human breast cancer cell lines. In light of these findings, we next sought to determine whether aberrant Pfkfb3 expression impacts RFS among a cohort of breast cancer patients using the Kaplan–Meier Plotter database (https://www.kmplot/analysis.com). Figure 3h shows that high Pfkfb3 expression correlated with reduced RFS in both basal/TNBC and HER2 enriched breast cancer subtypes, but not in their luminal A or B counterparts^34^. Collectively, these findings indicate that aberrant Pfkfb3 expression occurs frequently in metastatically proficient and aggressive breast cancers, leading to reduced RFS in breast cancer patients.

**Fig. 3:**
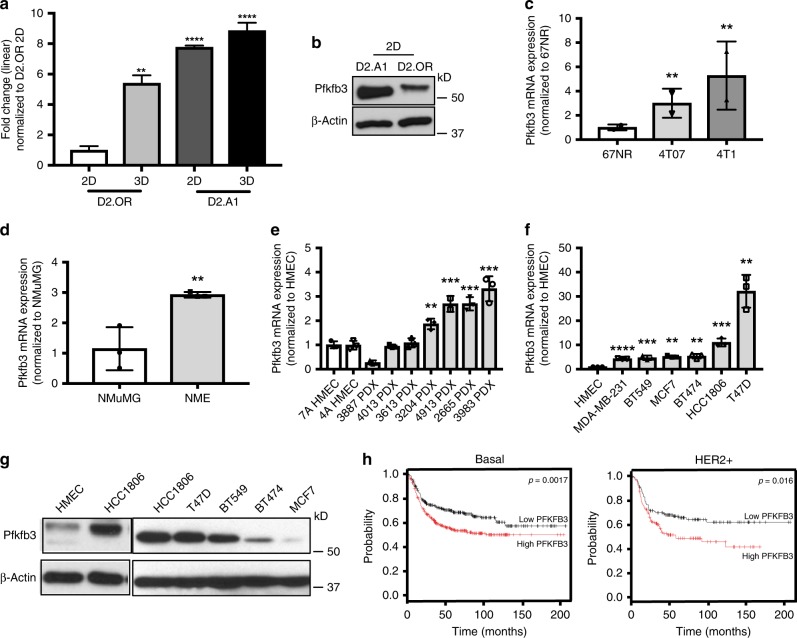
Aberrant Pfkfb3 expression correlated with disease progression and reduced relapse-free survival in human breast cancers. **a** Expression of Pfkfb3 mRNA in unprimed and primed D2.OR and D2.A1 cells as indicated. Data are the mean (±SD; *n* = 3) Pfkfb3 transcript levels normalized to D2.OR 2D. **P ≤ 0.01 and ****P ≤ 0.0001. This experiment was independently repeated for a total of three experiments, all with similar results. **b** Analysis of Pfkfb3 protein in unprimed D2.A1 and D2.OR cells. **c** mRNA expression across the 4T1 progression series. Data are the mean (±SD; *n* = 3) Pfkfb3 transcript levels normalized to 67NR cells. **P ≤ 0.01). This experiment was independently repeated for a total of three experiments, all with similar results. **d** Transformed NME cells harbor higher Pfkfb3 expression than NMuMG cells. Data are the mean (±SD; *n* = 3) Pfkfb3 transcript levels normalized to NMuMG cells. **P ≤ 0.01. This experiment was independently repeated for a total of three experiments, all with similar results. **e** High expression of Pfkfb3 is common in PDX models compared to normal HMECs. Data are the mean (±SD; *n* = 3) Pfkfb3 transcript levels normalized to HMECs. **P ≤ 0.01 and ***P ≤ 0.001. This experiment was independently repeated for a total of three experiments, all with similar results. **f** PFKFB3 mRNA expression by RT-PCR in human tumor cell lines. Data are the mean (±SD; *n* = 3) Pfkfb3 transcript levels normalized to HMECs. **P ≤ 0.01, ***P ≤ 0.001, and ****P ≤ 0.0001. This experiment was independently repeated for a total of three experiments, all with similar results. **g** PFKFB3 protein expression by immunoblot with β-actin used as a loading control. **h** Relapse-free survival analysis of 618 basal and HER2+ patients stratified by PFKFB3 expression levels. The expression range of the probe was between 225–5404 and the cutoff value for high PFKFB3 expression was 921 (https://www.kmplot/analysis.com)

### Pfkfb3 expression drives emergence from metastatic dormancy

Given the strong association of Pfkfb3 expression with breast cancer metastasis and aggressive disease states, we next sought to determine the impact of manipulating the expression and activity of Pfkfb3 on the outgrowth proficiency of D2-HAN derivatives. In doing so, we initially inhibited Pfkfb3 activity using the small-molecule Pfkfb3 inhibitor, 3PO^20^. As expected, 3PO administration was significantly more effective at killing metastatic D2.A1 cells (IC_50_ ~ 40 μM), which express robust levels of Pfkfb3 (Fig. 3) as compared to dormant D2.OR cells (IC_50 _~ 150 μM), which express negligible levels of Pfkfb3 (Fig. 4a). We also stably overexpressed Pfkfb3 (oePfkfb3) in dormant D2.OR cells (Fig. 4b, inset), which induced the robust outgrowth of D2.OR organoids in 3D cultures (Fig. 4b). In contrast, D2.A1 cells were rendered deficient in Pfkfb3 expression by transducing them with shRNA against Pfkfb3 (Fig. 4c, inset). Figure 4c shows that Pfkfb3-deficiency dramatically reduced the longitudinal growth of D2.A1 organoids, suggesting that Pfkfb3 expression is required for the outgrowth of metastatic cells in 3D cultures. Along these lines, we inoculated parental and Pfkfb3-deficient D2.A1 cells (D2.A1 shPfkfb3) into the lateral tail veins of BALB/c mice and found that reductions in Pfkfb3 expression significantly delayed the outgrowth of D2.A1 pulmonary tumors (Fig. 4d). Although depletion of Pfkfb3 expression did not wholly prevent the metastatic outgrowth of D2.A1 cells, it should be noted that the metastases that arose had in fact lost expression of the shRNA against Pfkfb3, as evidenced by the restoration of Pfkfb3 expression in late-developing D2.A1 pulmonary tumors (Fig. 4d, right panels). This result indicates that D2.A1 cells that possessed low levels of Pfkfb3 were negatively selected during the development and outgrowth of D1.A1 tumors in the lungs of mice. Collectively, these data suggest that metastatic dormancy is associated with low levels of Pfkfb3 expression, while emergence from metastatic dormancy and disease recurrence reflect high levels of Pfkfb3 expression.

**Fig. 4:**
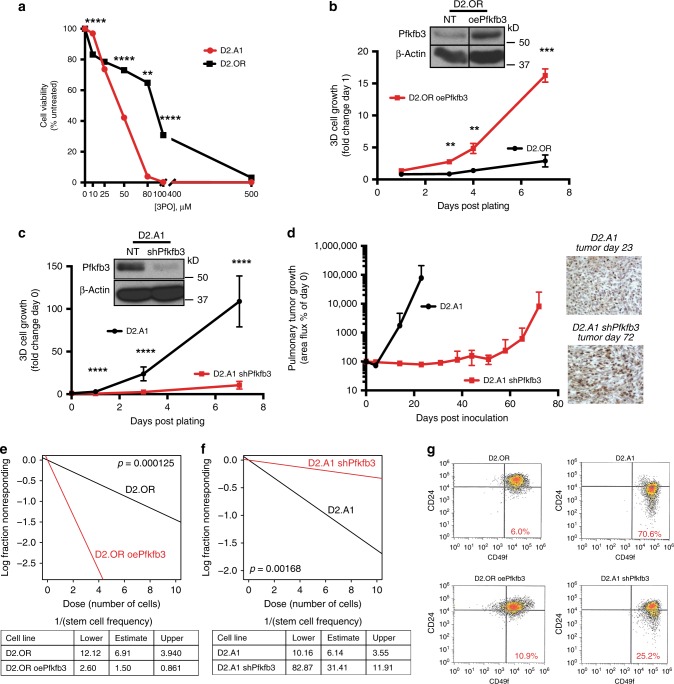
Aberrant Pfkfb3 expression drives emergence from metastatic dormancy and increased BCSC frequency. **a** D2.OR and D2.A1 cells were incubated in the absence or presence of the Pfkfb3 inhibitor, 3PO (0–500 μM), and differences in cell viability were quantified by CellTiter-Glo Assay. Data are the mean (±SD; *n* = 3). **P ≤ 0.01, ***P ≤ 0.001, and ****P ≤ 0.0001. This experiment was independently repeated for a total of three experiments, all with similar results. **b** Pfkfb3 overexpression drives D2.OR organoid growth in 3D cultures, while Pfkfb3-deficiency suppresses the growth of D2.A1 organoids in 3D culture, **c**, **d** Parental and Pfkfb3-deficient D2.A1 cells (1 × 10^6^ cells/injection) were inoculated into the lateral tail veins of BALB/c mice (*n* = 5). Pulmonary tumor growth was monitored by BLI and normalized to Day 0 readings. IHC images (×20 magnification) show loss of Pfkfb3 knockdown in tumors excised on Day 72. **e** Parental and Pfkfb3-overexpressing D2.OR cells or **f** parental and Pfkfb3-deficient D2.A1 cells were monitored for mammosphere forming ability by ELDA (*n* = 8). Stem cell frequency was evaluated using the ELDA: Extreme Limiting Dilution Analysis (http://bioinf.wehi.edu.au/software/elda/). These experiments were independently repeated for a total of three experiments, all with similar results. **g** Evaluating CD49f/CD24 expression levels by flow cytometry in parental and Pfkfb3-overexpressing D2.OR cells and in parental and Pfkfb3-deficient D2.A1 cells

Finally, BCSCs represent the tumor-initiating component of dormant breast cancer micrometastases, and as such, we hypothesized that Pfkfb3 could play an important role in mediating the stemness of these specialized breast cancer cells. To test this hypothesis, we performed limiting dilution mammosphere assays to evaluate the BCSC frequency in parental and Pfkfb3-manipulated D2-HAN derivatives. Figure 4e shows that overexpression of Pfkfb3 in D2.OR cells (D2.OR oePfkfb3) significantly increased their frequency of BCSCs as compared to parental D2.OR cells. Similarly, rendering D2.A1 cells deficient in Pfkfb3 (D2.A1 shPfkfb3) significantly reduced the frequency of their BCSCs (Fig. 4f). As a complementary measure of BCSC frequency, we showed in Fig. 4g that elevating Pfkfb3 expression in dormant D2.OR cells enhanced their acquisition of a CD49f^High^/CD24^Low^ phenotype, and conversely, depleting Pfkfb3 expression in metastatic D2.A1 cells suppressed their maintenance of a CD49f^High^/CD24^Low^ phenotype^35,36^. Taken together, these findings suggest that Pfkfb3 expression is critical for maintaining stemness within the BCSC compartment.

### Pfkfb3 expression is inversely related to autophagy

In metastatic microenvironments, CSCs have been shown to upregulate autophagy pathways as a mechanism of cell survival^37^. As such, we hypothesized that high levels of autophagy may function in reducing Pfkfb3 expression, thereby promoting BCSC dormancy. Given the propensity for dormant D2.OR cells to colonize distant metastatic sites and remain quiescent for long periods of time, we investigated whether autophagy-based gene signatures were present in micrometastatic lesions derived from D2.OR cells (Fig. 2a). 

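Of 44 genes of the core autophagy machinery, 13 had a higher and 31 a lower mean in D2.A1 2D (6 nodules) than in D2.OR 2D (2 nodules), with a median log2 difference of -0.13. By limma 1 of them rose and 1 fell (1 and 4 when adjusted over the list alone). Wipi1, which binds the membrane of forming autophagosomes, rose by 1.23 (standard error 0.23, adjusted p = 0.011), from 2.91 ± 0.15 (SD, n = 2) in D2.OR 2D to 3.97 ± 0.35 (SD, n = 3) in spindle and 4.31 ± 0.29 (SD, n = 3) in epithelial nodules of D2.A1 2D. Uvrag, a partner of Beclin in autophagosome maturation, fell by 1.11 (standard error 0.23, adjusted p = 0.016). Without D2.OR 2D nodule 3 neither passed (adjusted p = 0.083 and 0.16). The list as a whole was lower in D2.A1 2D by camera (adjusted p = 0.017; adjusted p = 0.35 with an estimated correlation), and its adjusted p was 0.11 without D2.OR 2D nodule 2 and 0.057 without nodule 3. Of 13 autophagy receptors and of 45 lysosome genes none passed (adjusted p = 0.34 and 0.87 with an estimated correlation).

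Of the genes whose products act in autophagy, Atg7, an enzyme of LC3 conjugation, had a difference of -0.26 (standard error 0.14, adjusted p = 0.40), Map1lc3b, which encodes LC3B, of -0.89 (standard error 0.31, adjusted p = 0.15), and Sqstm1, which encodes the receptor p62, of 0.67 (standard error 0.25, adjusted p = 0.19). Atg3, another enzyme of LC3 conjugation, had one of -0.67 (standard error 0.32, adjusted p = 0.35).

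Of the 16 genes read from Fig. 5a, 14 were measured, and 12 of these differed in the direction drawn. The 12 are counted by sign alone between D2.A1 2D and D2.OR 2D. The legend of Fig. 5a gives a 2-fold cutoff, which Atg3, Atf4, Ctsb, Sar1a and Arnt did not reach here. The genes of Fig. 5a were chosen by the study on these nodules and are no independent evidence of a direction. Foxo1, a transcription factor that induces autophagy genes, fell by 1.53 in D2.A1 2D (standard error 0.21, adjusted p = 0.0017), and Prkcq, a protein kinase C of T cells, fell by 1.94 (standard error 0.21, adjusted p = 0.00035). Cxcr4, a chemokine receptor, differed by -1.75 (standard error 0.46, adjusted p = 0.057). Without D2.OR 2D nodule 2, D2.OR 3D nodule 2 or D2.OR 3D nodule 3, Cxcr4 passed. Myc rose by 2.79 (standard error 0.27, adjusted p = 0.00019), Cdkn2a by 2.29 (standard error 0.30, adjusted p = 0.0011) and Itga3 as well. The other 7 measured genes, Atg3, Atf4, Ctsb, Sar1a, Arnt, Ccl2 and Nckap1, did not pass. Genes of T cells had a higher mean in D2.OR 2D too. There the mean of 15 genes of T and NK cells was 2.64 and 4.01, against 1.81 to 2.01 in the 10 D2.A1 nodules. Some D2.A1 2D nodules share a mouse, so p-values over nodules are too small.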

In accordance with our hypothesis, dormant D2.OR cells exhibited dramatically higher expression of autophagy-associated genes as compared to their metastatic D2.A1 counterparts (Fig. 5a). We confirmed the differential autophagy status between D2.OR (i.e., Autophagy^High^) and D2.A1 (i.e., Autophagy^Low^) cells via several independent analyses. First, we incubated D2.OR and D2.A1 cells in the absence or presence of the autophagy inhibitor, chloroquine (CQ), and subsequently monitored the formation of microtuble-associated protein 1A/1B-lightchain 3 (LC3B) puncta by immunofluorescent staining. As shown in Fig. 5b, c, metastatic D2.A1 cells exhibited significantly less LC3B puncta in both the absence and presence of CQ as compared to their dormant D2.OR counterparts. Although CQ appeared to have little impact on LC3B puncta formation detected across the entire population of D2.OR cells (Fig. 5c), we nonetheless observed CQ to induce a significant increase in LC3B puncta formation across subpopulations of D2.OR cells that possessed low (i.e., 0–100 puncta/cell), medium (100–150 puncta/cell), and high (>150 puncta/cell (Fig. 5d)). Thus, these findings are consistent with the notion that D2.OR cells are Autophagy^High^ and D2.A1 cells are Autophagy^Low^. This designation was reinforced by immunoblot analyses, which revealed that dormant D2.OR cells (i.e., Pfkfb3^Low^) exhibited elevated levels of LC3B and reduced levels of p62/SQSTM1 (Fig. 5e), a phenomenon that could be further modulated by administration of CQ (Supplementary Fig. 3a). Conversely, metastatic D2.A1 cells (i.e., Pfkfb3^High^) exhibited an inverse relationship between the expression of these same autophagy markers, a finding consistent with their designation as being Autophagy^Low^ (Fig. 5e). Thus, dormant D2.OR cells exhibit a Pfkfb3^Low^Authophagy^High^ phenotype that gives way to a Pfkfb3^High^Autophagy^Low^ phenotype in their metastatic D2.A1 counterparts, a relationship that also occurred in tumors produced by D2.A1 and D2.OR cells (Fig. 5f). This notion was reinforced by monitoring alterations in autophagic flux using the pH-sensitive mCherry-GFP-LC3 reporter^29,38^. Indeed, Fig. 5g shows that introducing mCherry-GFP-LC3-expressing D2.OR cells into 3D cultures readily induced autophagic flux as evidenced by an increase in mCherry:GFP ratio as compared to their 2D-cultured counterparts (Fig. 5g, Supplementary Fig. 3b). Importantly, inactivating autophagy by rendering D2.OR cells deficient in Atg3 expression dramatically reduced their ability to elicit autophagic flux (Fig. 5g). Finally, immunofluorescent analyses showed increased colocalization of LC3B and LAMP1 (Supplementary Fig. 3c), which serves as a marker for enhanced formation of autophagolysosomes in autophagic cells. Collectively, these findings suggest that Pfkfb3 expression is inversely related to the activation status of autophagy, such that dormant D2.OR cells exhibit a Pfkfb3^Low^Autophagy^High^ phenotype, while their metastatic D2.A1 counterparts exhibit a Pfkfb3^High^Autophagy^Low^ phenotype.

**Fig. 5:**
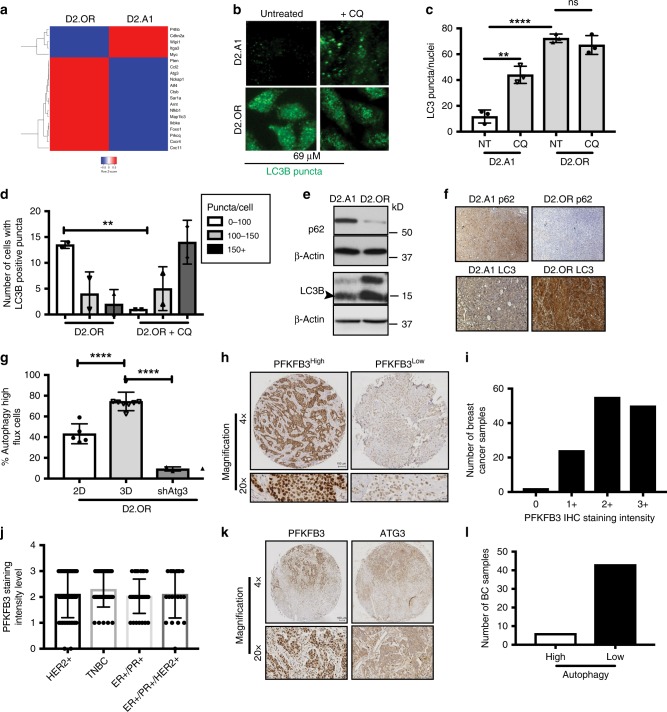
Pfkfb3 expression is inversely related to the levels of autophagy in breast cancer cells. **a** Dormant D2.OR cells derived from Fig. 1b express significantly more autophagy-associated as compared to their metastatic D2.A1 counterparts. Data are gene expression levels in D2.A1 cells normalized to D2.OR cells using a two-fold cutoff (http://www.heatmapper.ca/expression/). LC3B puncta accumulation (scale bar = 69 μM) (**b**) were quantified (**c**, **d**) using ImageJ particle analysis. D2.OR cells are more autophagic as compared to D2.A1 cells as determined by immunoblotting cell lysates (**e**) and IHC from mammary fat pad tumors (×10 magnification) harvested from Fig. 1e (**f**) for p62 and LC3B, and by autophagic flux using mCherry-GFP-LC3-expressing D2.OR cells propagated in 2D- or 3D cultures (**g**; data are the mean ± SEM; *n* = 4 for 2D-cultures; *n* = 6 for 3D cultures, ****P ≤ 0.0001). **h** One hundred and thirty breast cancer tumor slices were stained for PFKFB3 expression. Representative IHC images of PFKFB3 staining in (left) ER+/PR+/HER2+ and (right) ER+/PR+/HER2+ breast cancer samples. Scale bar (×4 and ×20 magnifications) = 100 μM. **i** In all, 80% (104/130) cores exhibit at least moderate (PFKFB3 intensity >2+) PFKFB3 staining and >98% (128/130) cores are PFKFB3 positive. **j** PFKFB3 staining intensity scores by breast cancer subtype. **k** Representative images of high PFKFB3 and low ATG3 IHC staining. **l** Immunohistochemical staining of breast cancer tumor cells with high PFKFB3 expression (3+ staining intensity; *n* = 49 samples) were evaluated for autophagy expression. Scale bar (×4 and ×20 magnifications) = 100 μM

To extend the relevance of these findings to human breast cancers, we utilized a breast tissue microarray (TMA) to evaluate Pfkfb3 expression by immunohistochemistry (IHC) across the four major clinical breast cancer subtypes: (i) ER^−^/PR^−^/HER2^−^ (TNBC); (ii) ER^+^/PR^+^/HER2^−^ (luminal A); (iii) ER^+^/PR^+^/HER2^+^ (luminal B); and (iv) ER^−^/PR−/HER2^+^ (HER2+)^39^. Figure 5h depicts representative Pfkfb3 staining, while Fig. 5i shows that greater than 98% of tumor cores were positive for Pfkfb3 expression, with 80% (104/130 cores) exhibiting a Pfkfb3 intensity score of at least 2^+^ (i.e., moderate staining). Furthermore, we observed Pfkfb3 staining intensity to be varied both within and amongst individual breast cancer subtypes (Fig. 5j), thereby demonstrating that Pfkfb3 expression is frequently upregulated across the spectrum clinical breast cancer subtypes. Finally, we investigated the autophagic state of these same human breast cancer tissues by IHC staining for the autophagy mediators p62/SQSTM1 (Supplementary Fig. 4a, b), LC3 (Supplementary Fig. 4c, d), and Atg3 (Supplementary Fig. 4e, f), whose expression was compared with that of Pfkfb3 (Fig. 5k). Autophagy is a dynamic process that can be difficult to assess in fixed human tissues, which represent only a static snapshot of the pathophysiology associated with primary human tumors. Given these limitations, we nevertheless found that 94% (46/49) of breast tumors that exhibited high Pfkfb3 expression (i.e., 3^+^ staining intensity) also displayed low levels of autophagy (Fig. 5l). Collectively, these findings suggest that metastatic dormancy reflects the acquisition of a Pfkfb3^Low^Authophagy^High^ phenotype that transitions to a Pfkfb3^High^Autophagy^Low^ phenotype during metastatic relapse.

### Autophagy inactivation induces metastatic dormancy emergence

Because emergence from dormancy reflects a phenotypic transition from a Pfkfb3^Low^Authophagy^High^ state to a Pfkfb3^High^Autophagy^Low^ state, we hypothesized that inactivating autophagy through either pharmacologic (e.g., CQ; Supplementary Fig. 5a; see refs. ^40,41^) or genetic means would elicit upregulated expression of Pfkfb3, resulting in D2.OR cell outgrowth in 3D cultures. As anticipated, acute CQ administration (3 h) to inhibit of autophagy resulted in the robust expression of Pfkfb3 in D2.OR cells (Fig. 6a). Unfortunately, we were unable to monitor the impact of chronic CQ administration (5–7 days) on Pfkfb3 expression in D2.OR organoids due to its cytotoxic activities, which were surprisingly similar across several human and murine breast cancer cell lines (Supplementary Fig. 5b–d). Although by no means definitive, these findings imply that chronic application of CQ killed cells through autophagy-dependent and -independent mechanisms.

**Fig. 6:**
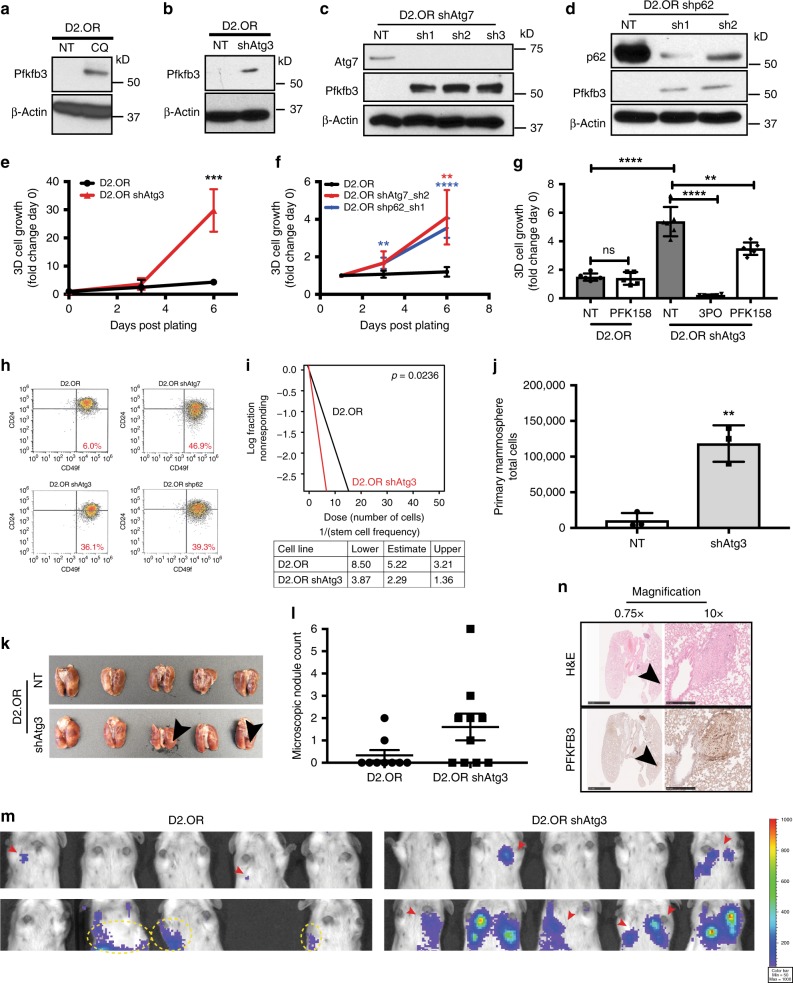
Inactivation of autophagy induces BCSC expression of Pfkfb3 and emergence from metastatic dormancy. Inactivation of autophagy induces Pfkfb3 expression in D2.OR cells. Autophagy was inhibited by administration of chloroquine (CQ; 25 μM; **a**), and by shRNA-mediated depletion of either Atg3 (**b**), Atg7 (**c**), or p62 (**d**). Inactivation of either Atg3 (**e**, ***P ≤ 0.001), Atg7 (**f**, **P ≤ 0.01), or p62 (**f**, **P ≤ 0.01; ****P ≤ 0.0001) promotes D2.OR organoid outgrowth in 3D cultures. This experiment was independently repeated for a total of 3 experiments, all with similar results. **g** Dual inhibition of autophagy through Atg3 knockdown and Pfkfb3 by PFK-158 treatment inhibits D2.OR organoid outgrowth in 3D cultures. Data represent mean (±SD) of biological replicates performed in triplicate (ns *P* > 0.05, **P ≤ 0.01, and ****P ≤ 0.0001). **h** CD49f/CD24 flow cytometry evaluation in parental and Atg3-deficient D2.OR cells. **i** BCSC frequency as determined by an ELDA mammosphere assay. **j** Quantification of total cell numbers isolated following completion of the primary mammosphere assays depicted in **i**. Data demonstrate significantly larger spheres associated with Atg3-deficient D2.OR cells as compared with parental D2.OR cells. **k** Parental (i.e., NT) and Atg3-deficient D2.OR cells were inoculated into the lateral tail veins of BALB/c mice (2 × 10^6^ cells/mouse) and pulmonary tumor development was monitored by BLI. Photomicrograph shows macroscopic tumors (black arrows) in 2/5 mice inoculated with Atg3-deficient D2.OR cells. **l** Microscopic nodule count from lung tumors in **k**. **m** Bioluminescence imaging (BLI) of Day 70 D2.OR and D2.OR shAtg3-derived tumors. Red arrows indicate the presence of tumor. Yellow circles indicate BLI signal that does not derive from lung tumors, but instead from nonspecific signals present in tail tumors. A scale bar is included where red represents the maximum of the figure (1000) while violet represents the minimum (50). **n** Representative IHC images show elevated Pfkfb3 expression in tumor nodules produced by Atg3-deficient D2.OR cells. Scale bar (×0.75 magnification) = 2.5 mm. Scale bar (×10 magnification) = 250 μM

To circumvent the difficulties associated with CQ administration, we genetically inhibited autophagy and monitored the resultant outgrowth in 3D cultures. Accordingly, rendering D2.OR cells deficient in Atg3 expression (Supplementary Fig. 6a) elicited dramatic upregulation of Pfkfb3 expression in dormant D2.OR cells (Fig. 6b), as did depleting the expression of Atg7 (Fig. 6c, Supplementary Fig. 6b), p62/SQSTM1 (Fig. 6d, Supplementary Fig. 6c), or FIP200 (Supplementary Fig. 6d). More importantly, we found that knockdown of Atg3 in dormant D2.OR cells promoted their outgrowth in 3D cultures (Fig. 6e), as did rendering these cells deficient in the expression of additional autophagy mediators, including Atg7 (Fig. 6f), p62/SQSTM1 (Fig. 6f), and FIP200 (Supplementary Fig. 6e). Thus, measures capable of inactivating autophagy appear to be competent in promoting Pfkfb3 expression and the reactivation of proliferative programs in dormant breast cancer cells. A corollary states that the proliferation of Pfkfb3^High^Autophagy^Low^ D2.OR cells engendered by genetic depletion of Atg3 (Supplementary Fig. 6a) should be neutralized by pharmacologic inactivation of Pfkfb3. Accordingly, Fig. 6g shows that the growth of Atg3-deficient D2.OR organoids was significantly reduced by administration of the Pfkfb3 inhibitors, 3PO (Fig. 4) or PKF158^20^. Moreover, Atg3-deficient D2.OR cells, which exhibit upregulated expression of Pfkfb3 (Fig. 6b), were significantly more sensitive to administration of PFK-158, thereby reducing their overall viability in 2D-cultures (Supplementary Fig. 6f).

Given the importance of BCSCs on tumor outgrowth, we next evaluated the impact of autophagy inactivation on the stemness of D2.OR cells. As shown in Fig. 6h, autophagy-deficient D2.OR cells (i.e., those lacking expression of Atg3, Atg7, or p62/SQSTM1) demonstrated robust acquisition of a CD49f^High^/CD24^Low^ phenotype that is consistent with increased stem cell frequency elicited by autophagy inactivation. Similar enhancement in stemness was noted in mammosphere ELDA (Fig. 6i), and in the relative size of the resultant mammospheres (Fig. 6j). Finally, we extended these analyses to monitor the impact of Atg3-deficiency on the outgrowth proficiency of D2.OR cells in the lungs of BALB/c mice. As compared to their parental counterparts, D2.OR cells rendered deficient in Atg3 expression acquired the capacity to form pulmonary tumors (Fig. 6k–m), which exhibited robust Pfkfb3 expression (Fig. 6n). Collectively, these findings reinforce the notion that emergence from metastatic dormancy reflects a loss of autophagy-associated Pfkfb3^Low^Autophagy^High^ phenotypes to a gain of Pfkfb3-associated Pfkfb3^High^Autophagy^Low^ phenotypes.

### Pfkfb3 is an autophagy substrate that binds to p62/SQSTM1

Given the propensity for autophagy to maintain dormant states and suppress Pfkfb3 expression, we reasoned that Pfkfb3 expression may be governed by direct interaction with autophagy machinery, specifically the cargo adaptor protein, p62/SQSTM1 (refs. ^7,14^). Structurally, p62/SQSTM1 comprises six functional domains, of which the best characterized are: (i) Phox/Bem1 (PB1) domain; (ii) zing-finger domain (ZZ); (iii) LC3-interacting region (LIR); and (iv) ubiquitin-associated domain (UBA)^42^. The accumulation of p62/SQSTM1 enables its binding to target proteins through two major mechanisms. First, the UBA domain of p62/SQSTM1 can aggregate and sequester proteins, thereby preventing their proteasomal degradation. Second, the LIR domain of p62/SQSTM1 can target proteins for autophagic degradation^42^. To determine whether p62/SQSTM1 interacts with and stabilizes the expression of Pfkfb3, D2.OR and D2.A1 cells were transiently transfected with FLAG-tagged Pfkfb3, which was captured by immunoprecipitation with anti-FLAG antibodies. As shown in Fig. 7a, endogenous p62/SQSTM1 was readily detected in anti-FLAG immunocomplexes, suggesting that Pfkfb3 interacts physically with p62/SQSTM1. Interestingly, when human HEK-293 cells were transiently transfected with p62/SQSTM1 fused to GFP (pDestEGFP^43^; Supplementary Fig. 7a, b), we observed a robust induction of Pfkfb3 protein (Supplementary Fig. 7b), a finding consistent with a reduction in cellular autophagy elicited by elevated p62/SQSTM1 expression. Moreover, recombinant p62/SQSTM1 readily bound to polyubiquitinated Pfkfb3 (Supplementary Fig. 7c), suggesting that Pfkfb3 interacts with the UBA domain of p62/SQSTM1 (ref. ^44^). Structure–function analyses were undertaken to map the domain(s) in p62/SQSTM1 responsible for binding Pfkfb3 (Fig. 7b). As shown in Fig. 7c, Pfkfb3 interacted robustly with p62/SQSTM1 constructs that contained its PB1 and UBA domains, events that appear to function in enhancing the stability of Pfkfb3. In support of this notion, we performed experiments to evaluate the protein stability and proteasomal degradation of Pfkfb3 in both Pfkfb3^Low^/Autophagy^High^ (i.e., D2.OR) and Pfkfb3^High^/Autophagy^Low^ (i.e., shAtg3-D2.OR and D2.A1) cells. Inhibition of protein biosynthesis by administration of cycloheximide demonstrated that Pfkfb3^Low^/Autophagy^High^ cells rapidly turnover Pfkfb3 expression as compared to their Pfkfb3^High^/Autophagy^Low^ counterparts, which exhibit remarkable stability of Pfkfb3 (Fig. 7d). Furthermore, proteasome inhibition in response to MG132 treatment readily promoted the stability of Pfkfb3 in Pfkfb3^Low^/Autophagy^High^ cells (Fig. 7e). Importantly, inhibition of the proteasome in p62/SQSTM1-deficient cells stabilized Pfkfb3 expression to levels approaching those detected in autophagy low D2.A1 cells. Finally, it is important to note that the synthesis of Pfkfb3 transcripts was unaffected by autophagy modulation, indicating that upregulation of Pfkfb3 transpires post-translationally, not transcriptionally (Supplementary Fig. 7d). Collectively, these findings indicate that autophagy activation contributes to metastatic dormancy in part by facilitating p62/SQSTM1-mediated autophagic degradation of Pfkfb3. As such, our findings support the notion that pharmacologic and genetic inactivation of autophagy can contribute to emergence of metastatic dormancy and disease recurrence via Pfkfb3 stabilization and the reactivation of proliferative programs.

**Fig. 7:**
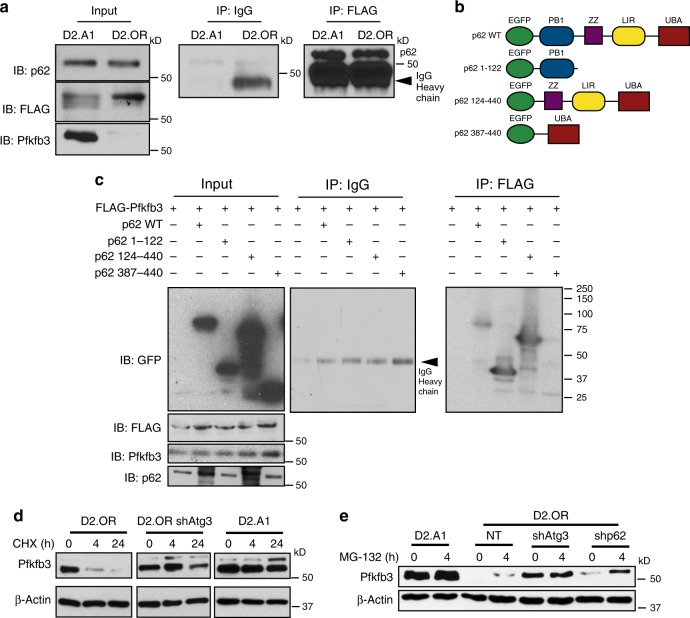
Pfkfb3 is an autophagy substrate that binds to the autophagosome cargo protein p62/SQSTM1. **a** FLAG-tagged Pfkfb3 was transiently expressed in D2.A1 and D2.OR cells and captured by immunoprecipitation with anti-FLAG antibodies. Afterward, p62/SQSTM1 and Pfkfb3 were visualized by immunoblotting as indicated. **b** Schematic of wild type and p62/SQSTM1 truncation mutants. **c** Immunoblot (IB) analysis of FLAG-tagged Pfkfb interaction with wild type and mutant p62/SQSTM1 constructs depicted in panel **b**. **d** Cycloheximide (CHX) [25 μM] was administered for 0–24 h as indicated. Pfkfb3 was stabilized in Autophagy^Low^ (i.e., D2.A1 and D2.OR shAtg3) cells but not in Autophagy^High^ (i.e., D2.OR) cells. **e** MG132 [10 μM] treated for 0–4 h as indicated. Pfkfb3 expression in D2.A1, D2.OR, D2.OR shAtg3, and D2.OR shp62 was evaluated by immunoblotting

## Discussion

Following dissemination to distant metastatic sites, BCSCs can enter a dormant, non-proliferative state during which chemoresistance and immune evasion can render cells viable for years or even decades^6,7^. Both intrinsic and extrinsic factors can influence breast cancer dormancy, which if perturbed can result in the reinitiation of proliferative programs and escape from metastatic dormancy. Here we show that dormant cells are highly autophagic and express low levels of Pfkfb3; however, upon inhibition of autophagy, unbridled Pfkfb3 expression drives escape from metastatic dormancy. More importantly, our findings implicate Pfkfb3 as an autophagy substrate that interacts physically with the cargo adaptor protein, p62/SQSTM1, thereby modulating the expression levels of Pfkfb3 in disseminated breast cancer cells. Along these lines, genetic and epigenetic alterations in BCSCs, as well as in their niches can have a profound influence on the activation status of autophagy in dormant BCSCs, thus regulating the phenotypic shift between Pfkfb3^Low^Autophagy^High^ (i.e., dormancy) and Pfkfb3^High^Autophagy^Low^ (i.e., metastatic recurrence) profiles.

Upon disseminating to distant metastatic sites, CSCs must navigate hostile microenvironments and survive an onslaught of microenvironmental stressors, including hypoxia, nutrient deprivation, and mechanical stressors. Autophagy is a critical mechanism whereby DTCs adapt to nutrient stress induced by new metastatic microenvironments^3,45–47^. Our study bolsters recently published findings that autophagy is a critical component in maintaining dormant states^29^. However, our findings significantly extend this work by elucidating the dynamic interplay between Pfkfb3 and autophagy in governing metastatic outgrowth, an event initiated via autophagy-mediated targeting of Pfkfb3 expression. Importantly, we show that inhibition of autophagy through either pharmacologic or genetic means renders dormant cells competent to undergo metastatic outgrowth both in vitro and in vivo, a phenomenon dependent upon aberrant Pfkfb3 (Fig. 6). Future studies need to further explore the dynamics between Pfkfb3 mRNA and protein expression in the context of autophagy and metastatic dormancy, particularly since Pfkfb3 expression appears to be regulated in both a transcriptional and post-translational manner. Although beyond the scope of the current study, future investigations also need to elucidate the signals responsible for driving the production of Pfkfb3 transcripts in primed BCSCs.

Pfkfb3 was first identified as an essential mediator of glycolysis via its ability to induce cellular glycolytic metabolism^18,48^. In physiological settings of reduced nutrient availability that result in the activation of autophagic pathways, it is perhaps not surprising that the expression of genes coupled to metabolic activity (e.g., Pfkfb3) is suppressed. The relationship between Pfkfb3 and autophagy remains to be fully clarified in the scientific literature. For instance, pharmacologic or genetic inactivation of Pfkfb3 has been linked to the diminished capacity of AMPK to activate autophagy in human kidney cells^17^, while the loss of Pfkfb3 expression inhibited autophagy in CD4^+^ T cells isolated from patients with rheumatoid arthritis^15^. In contrast, inactivation of Pfkfb3 activity has also been shown to elicit the compensatory activation of autophagy, thereby enhancing the survival of colorectal cancer cells^16^. Our findings establish that breast cancer cells possess a dynamic degree of plasticity that enables them to readily switch between glycolytic and autophagic phenotypes (Fig. 6); they also show that simultaneous inactivation of both survival mechanisms may offer new inroads into eliminating dormant disseminated breast cancer cells, findings reminiscent of those employing dual targeting of Pfkfb3 and mitophagy/autophagy to alleviate mitotic-arrested breast cancer cells^49^. Collectively, these findings bolster our contention that monitoring the balance between Pfkfb3 and autophagy will offer important insights into the disease status and long-term outcomes of metastatic breast cancer patients.

Historically, basic and clinical research findings have highlighted the context-dependent role of autophagy in regulating tumorigenesis. Indeed, in the earliest stages of tumor growth and development, autophagy functions as a tumor suppressor, thereby limiting tumor growth. However, upon establishment of the primary tumor or distant metastasis, autophagy can promote tumor progression by subverting stress responses, and consequently, promoting tumor cell survival and disease progression^50^. Identifying the biological basis behind the switch in tumor cell response to autophagy will be a key step in developing autophagy modulating drugs and in maintaining BCSCs in a state of metastatic dormancy. Accordingly, numerous clinical trials have aimed to inhibit autophagy as a cancer therapeutic with varying degrees of success^50^. In stark contrast, our findings suggest that the targeted inactivation of autophagy could in fact render dormant DTCs highly proliferative, resulting in their ability to increase metastatic burden and ultimately tumor recurrence. The dual role of autophagy in tumor progression highlights the importance in identifying those tumors most likely to respond to autophagy inhibition as compared to those tumors likely to progress through a Pfkfb3-dependent mechanism. Along these lines, it should be noted that PFKFB3 expression failed to correlate with hormone receptor status, suggesting that autophagy may play a hormone-independent role in maintaining BCSC dormancy. Thus, in moving forward toward clinical settings, we suggest that subtype-specific combination therapies could prove to be highly effective in stymieing the ability of disseminated BCSCs to emerge from metastatic dormancy and recur.

Finally, while it is tempting to postulate Pfkfb3 as a sole driver in mediating escape from metastatic dormancy, the actions of one single gene are likely insufficient to modulate such a multifactorial event. As such, future studies need to identify upstream regulators that mediate Pfkfb3 gene expression, as well as those genes responsible for facilitating escape from metastatic dormancy. For example, we and others^51^ have observed transforming growth factor-β (TGF-β) to induce Pfkfb3 gene expression following activation of both its canonical and noncanonical effectors. Dormancy-associated gene signatures are highly redundant with those associated with epithelial–mesenchymal transition (EMT) programs, suggesting that dormant states are one facet among the spectrum of phenotypes attributed to EMT programs^30,32^. As such, future studies need to determine the impact of noncanonical TGF-β signaling systems in driving the acquisition of and eventual emergence from metastatic dormancy, as well as assess the role of Pfkfb3 in mediating these events. Our findings suggest that clinical monitoring of Pfkfb3 expression and autophagy status could provide for a means to stratify patient response to potential autophagy targeting strategies, as well as provide insights into long-term prognosis. Moreover, our findings also suggest that autophagy activation, not inhibition, could function to alleviate aberrant Pfkfb3 expression and maintain disseminated BCSCs in a state of perpetual dormancy, thus prolonging the overall survival of breast cancer patients.

## Methods

### Cell culture and reagents

Murine breast cancer cell lines from the D2.HAN series and 4T1 progression series were obtained from Fred Miller (Wayne State University, Detroit, MI) and grown in Dulbecco's modified Eagle's medium (DMEM) (Sigma Aldrich) supplemented with 10% fetal bovine serum (FBS) and 1% Pen/Strep. D2.OR cells engineered to stably express mCherry-GFP-LC3 reporter were described previously^29,38^. Stable expression of firefly luciferase in D2.HAN cells was achieved by transfection with pNifty-CMV-luciferase, followed by selection with zeocin (500 μg/mL; Invitrogen)^30^. Murine Pfkfb3 was functionally disrupted by transducing D2.A1 cells with lentiviral particles that encoded for shRNA against Pfkfb3 (Supplementary Table 2), followed by selection with puromycin (5 μg/mL). Similarly, murine autophagy components were functionally disrupted by transducing D2.OR cells with lentiviral particles that encoded for shRNA against either Atg3, Atg7, p62, or FIP200 (Supplementary Table 2), followed by selection with puromycin (5 μg/mL). Human breast cancer cell lines were obtained from ATCC and cultured as described in Supplementary Table 3. HMECs were obtained from the laboratory of Mark Jackson (Case Western Reserve University, Cleveland, OH)^52^.

The DNA fragment encoding murine Pfkfb3, pDONR223-PFKFB3, was obtained from William Hahn and David Root (Addgene plasmid # 23668)^53^. pDONR233-PFKFB3 was introduced into the pLenti-CMV GFP DEST and the pWZL-Neo-Myr-Flag-DEST (Addgene plasmid # 15300) vector by Gateway™ Cloning using the Gateway™ LR Clonase™ II Enzyme Mix (Invitrogen, 11791-020) by LR recombinase reaction. D2.OR cells were transduced with lentiviral particles that encoded for Pfkfb3 and stable polyclonal populations of Pfkfb3-expressing D2.OR cells were isolated by flow cytometry for GFP (Sony Reflection HAPS1 flow cytometry sorter). The Gateway expression vector pDestEGFP-p62 was constructed by Bjørkøy et al.^43^, while the ubiquitin cDNA (pcDNA-HA-ubiquitin) was a gift from Dr. Gerald Blobe (Duke University, Durham, NC). Both the pDestEGFP-p62 and the pcDNA-HA-ubiquitin were introduced into HEK-293 cells using the *Trans*IT®-LT1 Transfection Reagent (Mirus, MIR2300).

Cells used in experimental studies were passaged fewer than 50 times, although most cell lines used for the generation of the data herein were passaged fewer than 20 times prior to data acquisition. Cell lines tested negative for mycoplasma using the MycoAlert Mycoplasma Detection Kit (Lonza, LT07–218) throughout the study with the most recent negative mycoplasma test performed October 2018.

### Cell priming and mammosphere assays

D2.OR and D2.A1 cells were grown on Cultrex reconstituted basement membrane extracts (Trevigen, 3533-001-02) for 3–5 days and transferred to ultra-low attachment plates (Coaster, 3471) for mammosphere assays. Cells were harvested from Cultrex reconstituted basement membrane extracts using the Cultrex® 3D Culture 10X Cell Harvesting Buffer (Treviegen, 3448-020-01) according to the manufacturer’s instructions. Mammospheres were grown for ~10 days in DMEM/F12 media (Gibco-Thermo Fisher) supplemented with bGFG (20 ng/mL; Invitrogen), EGF (20 ng/mL; Invitrogen), B27 (Gibco, 17504), Pen/Strep (2.5 mL), and Heparin (4 μg/mL; Sigma Aldrich). Limiting dilution assays were performed by single cell sorting into ultra-low attachment plates using the Sony Reflection HAPS1 cell sorter. Assays were analyzed using the Extreme Limiting Dilution Analysis (ELDA) software^54^ at various timepoints throughout 2017 and 2018.

### Animal studies

To monitor changes in pulmonary outgrowth, luciferase-expressing parental D2.HAN cells and their Pfkfb3-deficient D2.A1 (1 × 10^6^ cells/mouse) and Atg3-deficient D2.OR counterparts (2 × 10^6^ cells/mouse) were inoculated into the lateral tail vein female BALB/c mice (4–5 weeks old; JAX), at which point pulmonary tumor development was monitored biweekly by bioluminescent imaging (BLI) on an IVIS Spectrum In Vivo Imaging System (Perkin Elmer)^11^. Additionally, alterations in BCSC frequency between D2.OR and D2.A1 cells was assessed by implanting these cells into the mammary fat pads of female BALB/c mice (4–5 weeks old; JAX) at varying concentrations (100–50,000 cells/mouse). Tumor latency and subsequent development was monitored weekly using digital calipers (Fisher Scientific) and tumor volume was calculated using the formula: volume = (width^2^) × (length/2). Estimated stem cell frequencies based on the absence or presence of mammary tumors were generated at a 95% confidence interval using http://bioinf.wehi.edu.au/software/elda/.

All animal experimental protocols were approved by the Institutional Animal Care and Use Committee of Case Western Reserve University, and all animal studies herein were performed in accordance with these approved protocols. We complied with all relevant ethical regulations for animal testing and research. This study was conducted under the Protocol # 2013-1020 entitled “Role of TGFβ-regulated Proteins in Breast Cancer Growth and Metastasis.”

### Laser capture microdissection and microarray analysis

Formalin-fixed, paraffin-embedded (FFPE) sections of lung tumor samples were stained with crystal violet to visualize tumor morphology. Afterward, a Leica LMD 7000 Laser Microdissection System was utilized to isolate spindle and epithelioid tumor nodules. Total RNA extraction was accomplished using the RNeasy FFPE Kit (Qiagen, 73504), at which point the Affymetrix Sensation Plus labeling protocol was used to prepare the RNA samples for interrogation on Affymetrix GeneChip Mouse 2.0 ST microarrays. Probe hybridization was performed according to the manufacturer’s recommendations, and the resulting probe signals were normalized using the Affymetrix Expression Console Software package. Data analysis was performed using the Affymetrix Transcriptome Analysis Console, Ingenuity Pathway Analysis, and KEGG analysis software.

### Real-time PCR

Total RNA was isolated using the RNeasy Plus Mini Kit (Qiagen, 74134). The nucleic acid purity and concentration was examined using a NanoDrop Spectrophotometer. Subsequently, purified total RNA (1 μg/reaction) was reverse transcribed with the iScript™ cDNA Synthesis Kit (Bio-Rad, 1708891) and the resulting cDNA was utilized for semi-quantitative real-time PCR using the iQ SYBR Green Supermix (Bio-Rad, 170-8880) using the oligonucleotide primer pairs as described in Supplementary Table 4.

### Immunofluorescence

D2.A1 and D2.OR cells were allowed to adhere overnight to glass coverslips in a 12-well plate. The following morning, CQ (25 μM/well) was added for 4 h, at which point the cells were fixed in 4% paraformaldehyde, permeabilized in 0.1% Triton X-100, and stained with anti-LC3B antibody at a 1:250 dilution (Abcam, ab225383) for 1 h at room temperature. In some experiments, LC3B puncta were visualized using a Lecia DM6000 fluorescent microscope and the Analyze Particles plugin in ImageJ was used for particle quantification. Alternatively, the formation of autophagolysosomes was evaluated by monitoring LC3B and LAMP1 immunofluorescence using a Keyence BZ-X800 and the Haze Reduction feature.

### Immunoblotting

Cells were harvested on ice in RIPA lysis buffer (50 mM Tris, HCl, pH 7.4, 150 mM sodium chloride, 0.25% sodium deoxycholate, 1% IGEPAL-630, 0.1% SDS, 1 mM protease inhibitor cocktail (CalBiochem), 10 mM sodium ortho-vanadate, 40 mM β-glycerophosphate, and 20 mM sodium fluoride). Lysates were clarified by microcentrifugation and the resulting supernatants were immunoblotted using the antibodies listed in Supplementary Table 5 (ref. ^55^) (see Uncropped gel images, Supplementary Fig. 9).

### Co-immunoprecipitation

For co-immunoprecipitation assays, the cells were transiently transfected either singly or in multiple combinations with recombinant GFP-tagged p62/SQSTM1 (pDestEGFP-p62 (ref. ^43^)), FLAG-tagged Pfkfb3 (pWZL-Neo-Myr-Flag-DEST Addgene plasmid # 15300), or HA-tagged ubiquitin (pcDNA-HA-ubiquitin). After 48 h, the cells were lysed and solubilized on in Buffer H (50 mM β-glycerophosphate, 150 mM sodium chloride, 1.5 mM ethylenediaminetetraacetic acid, 1 mM dithiothreitol, 0.1 mM sodium ortho-vanadate, and 1% Triton X-100), and subsequently were sonicated three times (10 s pulses at 35% amplitude) before being clarified in a microcentrifuge (12,000 r.p.m. for 10 min at 4 °C). Afterward, 50 μL of sample was removed as input, with the remaining lysate being subjected to overnight immunoprecipitation using anti-FLAG antibodies (Sigma, F3165) and protein A and protein G beads (GE Healthcare 17-5280-01 and 17-0618-01, respectively). Immunocomplexes were collected by centrifugation and washed three times before fractionation through 10% SDS-PAGE gels. Following electrophorectic transfer to nitrocellulose, captured proteins were visualized by immunoblotting as above (see Uncropped gel images, Supplementary Fig. 9).

### Cell biological assays

Alterations in cell viability elicited by administration of varying concentrations of the Pfkfb3 inhibitors 3PO (0–500 μM) and PFK-158 (0–500 μM) was determined using The CellTiter-Glo® Luminescent Cell Viability Assay (Promega, G7570) according to the manufacturer’s instructions. Additionally, differences in 3D-longitudinal growth were determined by culturing luciferase-expressing parental D2.OR and D2.A1 cells and their derivatives (2000 cells/well) in 96-well plates (Costar, 3610) on a bed of solidified Cultrex (50 μL) reconstituted basement membrane extract (Trevigen, 3533-001-02) in DMEM media supplemented with 10% FBS and 5% Cultrex^10^. Luminescence was measured by adding D-luciferin potassium salt (Gold Biotechnology, LUCK-100) to each well and the signal was read using a GloMax-Multi detection system (Promega). Initial readings were used to normalize subsequent bioluminescent readings to measure longitudinal 3D growth.

### Immunohistochemistry

Lung and tumor tissue were removed during necropsy and immediately placed in 10% neutral buffered formalin for 24 h prior to processing and paraffin embedding. Five-micron sections were cut and slides were used within 2 weeks of sectioning. Immunohistochemistry for p62, LC3, Pfkfb3, and Atg3 was performed using the Leica Novolink Polymer Kit (Leica Biosystems, RE7200-CE) according to the manufacturer’s instructions; however, the Post-Primary reagent was omitted for rabbit primary antibodies as described in Supplementary Table 5.

Immunohistochemistry staining was evaluated by a Board-certified pathologist (B.C.C). Briefly, the intensity of staining was evaluated on a scale from 0 to 3 where 0 indicated the absence of positive staining, 1 indicated light positive staining, 2 indicated moderate staining, and 3 indicated strong staining. The percentage of cells at each staining intensity (0–3) was evaluated. The uniformity of staining was designated as either non-homogeneous where <100% of positive tumor cells exhibited staining at a given intensity level or homogeneous where 100% of cells stained positive at the given intensity level.

We complied with all relevant ethical regulations for the work with human participants and completed human subjects training through the CITI Program. The human breast cancer TMAs were obtained from the Case Comprehensive Cancer Center in accordance with the following approved IRB protocols: CASE 01-13-43 C and CASE 7114. Access to and approved use of the TMAs occurred under the Tissue Research and Review Committee protocol #TRRC1118 entitled “Pfkfb3 Modulates Breast Cancer Stem Cell Metastatic Latency and Recurrence Through Autophagy.

### CD49f/CD24 flow cytometry

Cells were harvested from adherent plates using Accutase™ Cell Detachment Solution (BD, 561527) for 10 min at 37 °C. Accutase was inactivated using DMEM with 10% FBS and cell pellets were washed with PBS. Cells were resuspended in FACS buffer (1× PBS and 0.5% BSA), passed through 35 μm cell strainers (Falcon, 352235), and incubated with anti-CD49f PE (Invitrogen, 12-0495-82) and -CD24 (BD, 562563) antibodies for 1 h in the dark according to the manufacturer’s recommendations. Afterward, the cells were washed three times with 1× PBS and resuspended 1 mL of FACs buffer immediately prior to analysis on an Attune NxT flow cytometer (see Gating Strategy, Supplementary Fig. 8) (Invitrogen).

### Autophagy flux flow cytometry

D2.OR cells that stably expressed the autophagy flux reporter, mCherry-GFP-LC3 (ref. ^29^), were analyzed on an Attune NxT flow cytometer (Invitrogen). Autophagic flux was determined by analyzing the ratio of mCherry to GFP in mCherry-GFP-LC3-expressing D2.OR cells. Cells that exhibited mCherry:GFP ratios of ≥1 were designated as being Autophagy^High^ ^29^.

### Statistical analyses

Limiting dilution mammosphere assays and in vitro stem cell frequency analyses were performed using the ELDA software to test for stem cell frequency differences between groups^55^. Unless otherwise stated, all experiments were performed using biological triplicates where significance was determined by unpaired two-tailed Student’s *T*-tests. *P* values ≤0.05 were considered to be statistically significant and were denoted as follows: *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001; and ****P ≤ 0.0001.

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

The data generated in this study are included in the published article and in the Supplementary Information and are available from the authors on reasonable request. The microarray data were deposited to the GEO Database under the accession number: GSE131890.

## References

[1] American Cancer Society. Cancer facts & figures 2015 (ACS, Atlanta, 2015).

[2] O’Shaughnessy J (2005). Extending survival with chemotherapy in metastatic breast cancer. Oncologist.

[3] Sosa MS, Bragado P, Aguirre-Ghiso JA (2014). Mechanisms of disseminated cancer cell dormancy: an awakening field. Nat. Rev. Cancer.

[4] Chambers AF, Groom AC, MacDonald IC (2002). Dissemination and growth of cancer cells in metastatic sites. Nat. Rev. Cancer.

[5] Allan AL, Vantyghem SA, Tuck AB, Chambers AF (2006). Tumor dormancy and cancer stem cells: implications for the biology and treatment of breast cancer metastasis. Breast Dis..

[6] Aguirre-Ghiso JA (2007). Models, mechanisms and clinical evidence for cancer dormancy. Nat. Rev. Cancer.

[7] Carcereri de Prati A (2017). Metastatic breast cancer cells enter into dormant state and express cancer stem cells phenotype under chronic hypoxia. J. Cell Biochem..

[8] Al-Hajj M, Wicha MS, Benito-Hernandez A, Morrison SJ, Clarke MF (2003). Prospective identification of tumorigenic breast cancer cells. Proc. Natl. Acad. Sci. USA.

[9] Ponti D (2005). Isolation and in vitro propagation of tumorigenic breast cancer cells with stem/progenitor cell properties. Cancer Res.

[10] Wendt MK, Taylor MA, Schiemann BJ, Schiemann WP (2011). Down-regulation of epithelial cadherin is required to initiate metastatic outgrowth of breast cancer. Mol. Biol. Cell.

[11] Gooding AJ (2017). The lncRNA BORG drives breast cancer metastasis and disease recurrence. Sci. Rep..

[12] Klein CA (2011). Framework models of tumor dormancy from patient-derived observations. Curr. Opin. Genet. Dev..

[13] Mathew R (2009). Autophagy suppresses tumorigenesis through elimination of p62. Cell.

[14] Mowers EE, Sharifi MN, Macleod KF (2017). Autophagy in cancer metastasis. Oncogene.

[15] Yang Z, Fujii H, Mohan SV, Goronzy JJ, Weyand CM (2013). Phosphofructokinase deficiency impairs ATP generation, autophagy, and redox balance in rheumatoid arthritis T cells. J. Exp. Med..

[16] Klarer AC (2014). Inhibition of 6-phosphofructo-2-kinase (PFKFB3) induces autophagy as a survival mechanism. Cancer Metab..

[17] Yan S (2017). 6-Phosphofructo-2-kinase/fructose-2,6-bisphosphatase isoform 3 spatially mediates autophagy through the AMPK signaling pathway. Oncotarget.

[18] Okar DA (2001). PFK-2/FBPase-2: maker and breaker of the essential biofactor fructose-2,6-bisphosphate. Trends Biochem. Sci..

[19] De Bock K (2013). Role of PFKFB3-driven glycolysis in vessel sprouting. Cell.

[20] Clem B (2008). Small-molecule inhibition of 6-phosphofructo-2-kinase activity suppresses glycolytic flux and tumor growth. Mol. Cancer Ther..

[21] Yalcin A (2014). 6-Phosphofructo-2-kinase (PFKFB3) promotes cell cycle progression and suppresses apoptosis via Cdk1-mediated phosphorylation of p27. Cell Death Dis..

[22] Cordero-Espinoza L, Hagen T (2013). Increased concentrations of fructose 2,6-bisphosphate contribute to the Warburg effect in phosphatase and tensin homolog (PTEN)-deficient cells. J. Biol. Chem..

[23] Atsumi T (2002). High expression of inducible 6-phosphofructo-2-kinase/fructose-2,6-bisphosphatase (iPFK-2; PFKFB3) in human cancers. Cancer Res.

[24] Morris VL, Tuck AB, Wilson SM, Percy D, Chambers AF (1993). Tumor progression and metastasis in murine D2 hyperplastic alveolar nodule mammary tumor cell lines. Clin. Exp. Metastasis.

[25] Morris VLKS (1994). Mammary carcinoma cell lines of high and low metastatic potential differ not in extravasation but in subsequent migration and growth. Clin. Exp. Metastasis.

[26] Rak JW, McEachern D, Miller FR (1992). Sequential alteration of peanut agglutinin binding-glycoprotein expression during progression of murine mammary neoplasia. Br. J. Cancer.

[27] Naumov GN (2002). Persistence of solitary mammary carcinoma cells in a secondary site: a possible contributor to dormancy. Cancer Res..

[28] Shibue T, Weinberg RA (2009). Integrin beta1-focal adhesion kinase signaling directs the proliferation of metastatic cancer cells disseminated in the lungs. Proc. Natl. Acad. Sci. USA.

[29] Vera-Ramirez L, Vodnala SK, Nini R, Hunter KW, Green JE (2018). Autophagy promotes the survival of dormant breast cancer cells and metastatic tumour recurrence. Nat. Commun..

[30] Wendt MK, Allington TM, Schiemann WP (2009). Mechanisms of the epithelial-mesenchymal transition by TGF-beta. Future Oncol..

[31] Pulaski, B. A. & Ostrand-Rosenberg, S. Mouse 4T1 breast tumor model. *Curr. Protoc. Immunol.***39**, 20.2.1–20.2.16 (2001).10.1002/0471142735.im2002s3918432775

[32] Wendt MK, Smith JA, Schiemann WP (2010). Transforming growth factor-beta-induced epithelial-mesenchymal transition facilitates epidermal growth factor-dependent breast cancer progression. Oncogene.

[33] Zhang X (2013). A renewable tissue resource of phenotypically stable, biologically and ethnically diverse, patient-derived human breast cancer xenograft models. Cancer Res.

[34] Smid M (2008). Subtypes of breast cancer show preferential site of relapse. Cancer Res.

[35] Ali HR (2011). Cancer stem cell markers in breast cancer: pathological, clinical and prognostic significance. Breast Cancer Res.

[36] Visvader JE, Lindeman GJ (2006). Mammary stem cells and mammopoiesis. Cancer Res.

[37] Correa RJ, Peart T, Valdes YR, DiMattia GE, Shepherd TG (2012). Modulation of AKT activity is associated with reversible dormancy in ascites-derived epithelial ovarian cancer spheroids. Carcinogenesis.

[38] Gump JM, Thorburn A (2014). Sorting cells for basal and induced autophagic flux by quantitative ratiometric flow cytometry. Autophagy.

[39] Sizemore ST (2014). Hypomethylation of the MMP7 promoter and increased expression of MMP7 distinguishes the basal-like breast cancer subtype from other triple-negative tumors. Breast Cancer Res. Treat..

[40] Kimura T, Takabatake Y, Takahashi A, Isaka Y (2013). Chloroquine in cancer therapy: a double-edged sword of autophagy. Cancer Res.

[41] Maycotte P (2012). Chloroquine sensitizes breast cancer cells to chemotherapy independent of autophagy. Autophagy.

[42] Lippai M, Low P (2014). The role of the selective adaptor p62 and ubiquitin-like proteins in autophagy. Biomed. Res. Int..

[43] Bjorkoy G (2005). p62/SQSTM1 forms protein aggregates degraded by autophagy and has a protective effect on Huntingtin-induced cell death. J. Cell Biol..

[44] Seibenhener ML (2004). Sequestosome 1/p62 is a polyubiquitin chain binding protein involved in ubiquitin proteasome degradation. Mol. Cell Biol..

[45] Lu Z (2008). The tumor suppressor gene ARHI regulates autophagy and tumor dormancy in human ovarian cancer cells. J. Clin. Invest.

[46] Whelan KA (2017). Autophagy supports generation of cells with high CD44 expression via modulation of oxidative stress and Parkin-mediated mitochondrial clearance. Oncogene.

[47] McGowan PM, Kirstein JM, Chambers AF (2009). Micrometastatic disease and metastatic outgrowth: clinical issues and experimental approaches. Future Oncol..

[48] Hue L, Rider MH (1987). Role of fructose 2,6-bisphosphate in the control of glycolysis in mammalian tissues. Biochem. J..

[49] Domenech E (2015). AMPK and PFKFB3 mediate glycolysis and survival in response to mitophagy during mitotic arrest. Nat. Cell Biol..

[50] Thorburn A, Thamm DH, Gustafson DL (2014). Autophagy and cancer therapy. Mol. Pharm..

[51] Yalcin A (2017). 6-Phosphofructo-2-kinase/fructose 2,6-bisphosphatase-3 is required for transforming growth factor beta1-enhanced invasion of Panc1 cells in vitro. Biochem. Biophys. Res. Commun..

[52] Bryson, B. L., Junk, D. J., Cipriano, R. & Jackson, M. W. STAT3-mediated SMAD3 activation underlies Oncostatin M-induced senescence. *Cell Cycle***16**, 319–334 (2016).10.1080/15384101.2016.1259037PMC532475327892764

[53] Johannessen CM (2010). COT drives resistance to RAF inhibition through MAP kinase pathway reactivation. Nature.

[54] Hu Y, Smyth GK (2009). ELDA: extreme limiting dilution analysis for comparing depleted and enriched populations in stem cell and other assays. J. Immunol. Methods.

[55] Taylor MA, Amin JD, Kirschmann DA, Schiemann WP (2011). Lysyl oxidase contributes to mechanotransduction-mediated regulation of transforming growth factor-beta signaling in breast cancer cells. Neoplasia.

How the deposited data were processed for this re-analysis (not part of the article)

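RNA of 15 laser-microdissected lung nodules was measured, with 1 array per nodule, on the Affymetrix Mouse Gene 2.0 ST array. The nodules came from mice inoculated with D2.OR cells (2 nodules of 2D and 3 of 3D culture) or D2.A1 cells (3 spindle and 3 epithelial nodules of 2D, and 2 spindle and 2 epithelial nodules of 3D culture). The lungs were fixed in formalin and embedded in paraffin. The methods and the legends name different stains for the sections, crystal violet and cresyl violet. Each nodule was assigned to its group by the label of its sample. The numbers in the labels are not said to mark mice.

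The authors normalized the arrays by Robust Multi-array Average (RMA), and their deposited table holds 1 log2 value per transcript cluster and nodule. Affymetrix Expression Console, RMA and the Transcriptome Analysis Console are named in the submitters' processing notes, and their versions are not given in the sources used here. The log base is taken from RMA, since the table does not name it. RMA scales all arrays to each other, so a change shared by most genes is lost, and it compresses differences between weak signals. The table has 41345 transcript clusters. The platform annotation gives 23521 of them 1 gene symbol, 1814 several and 16010 none, and no gene was named from a cluster with several symbols. Nfkb1, Pfkfb1, Cd74, Eno1 and Aldoa have no cluster of their own and were not measured. Where a gene had several clusters, the one with the highest mean over all arrays was used, which left 22180 genes. The median gene has a mean of 1.94, and no detection calls were used, so differences between weak signals are uncertain. No filter on weak signals was applied. No 2 arrays hold identical values, and the highest correlation between arrays is 0.975.

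Group means were compared with limma 3.58.1 in R 4.3.3, with 1 mean per group over all 15 arrays and with moderated variances (9 residual degrees of freedom and 3.20 of the prior). The p-values were adjusted by Benjamini-Hochberg over the 22180 genes for each comparison, and the threshold was an adjusted p of 0.05. A group of 2 nodules borrows the spread of the other groups in this fit. The comparisons were D2.OR 3D against D2.OR 2D, D2.A1 2D against D2.OR 2D, epithelial nodules of D2.A1 2D against D2.OR 2D, all D2.A1 against all D2.OR groups, D2.A1 3D against D2.A1 2D, spindle against epithelial nodules of D2.A1, and the difference of the priming effect between the lines. For D2.OR 3D against D2.OR 2D the thresholds of the study, a 2-fold difference and an unadjusted p of 0.05, were counted as well. Pathway genes were counted past 3-fold, as in Fig. 2f. For the arrays the paper's results name an analysis of variance without its groups, and a one-way test per gene on the groups compared was run as an alternative. Other alternatives were all transcript clusters, only genes above the median gene, a variance prior with trend and robust estimation, array weights, a fit of only the groups compared, the replicate number as a block, the correlation of nodules with one number, the mean of the alveolar type II genes as a covariate, cyclic loess between arrays, nodules of one number averaged, and each array left out in turn. The closing section gives their effects.

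Genes named in the text follow a fixed rule. In each comparison they are the 10 genes with the largest difference in each direction among those past the threshold whose 2 sides do not overlap in any array. Where no gene passed, the 5 largest in each direction with an unadjusted p under 0.01 are given as not passing. Genes that the paper names, the Pfkfb genes, and the 4 members of a list with the largest difference were added. A gene named outside this rule is said to be chosen after its values were seen. Lists of pathways and cell types were tested with camera at a preset correlation of 0.01, adjusted over 252 tests, and with the correlation estimated from the data. Symbols of 15 list genes were matched through an older symbol. Of the genes of erythroid cells and platelets 6 of 13 were measured, of B and plasma cells 11 of 15 and of T and NK cells 15 of 20, so results of these lists rest on part of their genes.

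The fit was tested on simulated data with the 22180 genes, 200 of them changed. For D2.OR 3D against D2.OR 2D it recovered 71.6% of changes of 1 on the log2 scale, 92.5% of changes of 2 and 100% of changes of 3, and called 10 unchanged genes. For D2.A1 2D against D2.OR 2D the shares were 73.1%, 95.5% and 100%, also with 10 unchanged genes. For all D2.A1 against all D2.OR they were 88.1%, 95.5% and 100%, with 3 unchanged genes. The simulated nodules were independent, which nodules of one mouse need not be. Each gene also had the same normal spread in all groups, whereas the array weights ran from 0.325 to 3.11 within D2.OR 3D. The shares recovered and the unchanged genes called need not hold for nodules of such unlike spread. No sample or value column was left out. The cell culture, protein and imaging experiments of the paper were not analysed here.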

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

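The tests of exchanged labels and the genes they use, the tests of fat cells in D2.OR 2D nodule 2 and of heart tissue and poorer RNA in D2.OR 3D nodule 2 were chosen after the results were seen, as was the list of adipocyte genes. The other tests were planned before their results were seen.

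Priming changed 21 genes differently in the D2.A1 and the D2.OR line by limma's test of the difference itself. The effect was higher in D2.A1 for 13 genes and lower for 8, and 1007 and 807 genes had an unadjusted p under 0.05. Among the first were Lef1, a transcription factor of Wnt signaling, by 3.37 on the log2 scale (standard error 0.51, adjusted p = 0.035), Rgs5, a gene of pericytes, by 2.95 (standard error 0.30, adjusted p = 0.0044), and Pfkfb3 by 2.47. Among the second were the surfactant genes Sftpc, by -8.09 (standard error 1.17, adjusted p = 0.026), and Sftpb, by -5.72 (standard error 0.75, adjusted p = 0.019). The count of 21 was 448 without D2.OR 2D nodule 3, 372 without D2.OR 2D nodule 2, 268 without D2.OR 3D nodule 2, 16 without D2.A1 2D spindle nodule 3, and between 3 and 12 without any other array. Some D2.A1 nodules share a mouse, so p-values over nodules are too small.

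Pfkfb3 was highest in the D2.OR 2D nodules, and its priming effect differed between the lines by 2.47. Lymphoid tissue alone and fat tissue alone in these nodules are argued against as the whole cause. With the mean of the genes of T and NK cells and of B and plasma cells as a covariate, the difference between D2.OR 3D and D2.OR 2D was -2.59 (standard error 0.42, adjusted p = 0.0060 from limma). With the mean of the adipocyte genes not looked at before it was -2.15 (standard error 0.30, adjusted p = 0.0032), against -2.45 without either. The covariates were entered separately, and their slopes rest largely on the D2.OR 2D nodules. Nodule 2 was the richer in these adipocyte genes (5.69 against 3.11) and nodule 3 in genes of T and NK cells (4.01 against 2.64). Both tissues together were not tested and stay open. Labels exchanged with a D2.A1 group are argued against only if the D2.OR 2D nodules hold as large a share of tumor cells as the others. On 81 genes higher in D2.A1 than in D2.OR 3D, chosen without the D2.OR 2D nodules, these had means up to 3.67 and each D2.A1 nodule at least 4.69. Nodules with few tumor cells of either line could also score low, and that share was not tested. Kcnma1 lay at 2.82 and 2.40 in D2.OR 2D, at 10.0, 5.20 and 10.4 in D2.OR 3D and at 11.0 or above in D2.A1. Labels of D2.OR 2D and D2.OR 3D exchanged as whole groups cannot be told apart from the labels as given, since each group stays uniform (at most 3.56 in D2.OR 3D, at least 5.45 in D2.OR 2D): the correlations with D2.A1 nodules (0.860 and 0.878 for D2.OR 2D, 0.933, 0.887 and 0.930 for D2.OR 3D) run as the labels have it but would also be possible after an exchange, which would leave the D2.A1 groups at -0.51 relative to the nodules now labelled D2.OR 3D (adjusted p = 0.32) and so without the rise of Fig. 2g. No exchange of labels among these nodules gives the folds of Fig. 2g in its 5 groups, since only the D2.OR 2D nodules lie above 3.56. Turned, the folds were 5.45 (D2.OR 3D), 8.03 and 7.60 (D2.A1 2D spindle and epithelial), and 6.34 and 9.31 (D2.A1 3D epithelial and spindle). Fig. 2g gives about 5.5, 7.7, 8.0, 6.4 and 9.4 for these groups, which goes with a turned direction in that figure. For the high signal in D2.OR 2D itself, a wrong label with no partner and dormancy or culture history (untested) stay open. Vessels and a low share of tumor cells in these nodules were not tested and stay open too. The mean of the endothelial genes was 3.19 and 2.90 in D2.OR 2D and at most 2.83 in the other nodules. Rgs5, a gene of pericytes, lay at 6.13 and 5.12 in D2.OR 2D and at most at 3.42 in the others.

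Genes of fat cells and of lymphoid vessels, which the paper does not discuss, stood far above the D2.A1 2D nodules in D2.OR 2D. Ucp1, the uncoupling protein of brown fat, differed by -6.58 (D2.A1 2D minus D2.OR 2D, log2), and Glycam1, a ligand of L-selectin, by -8.33. Glycam1 lay at 10.5 and 12.0 in the D2.OR 2D nodules, but also at 9.74, 3.75 and 9.09 in D2.OR 3D nodules 1, 2 and 3 and at 8.70 in D2.A1 3D epithelial nodule 2.

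The citrate cycle list had a median difference of -1.64 between D2.A1 2D and D2.OR 2D, which was -0.37 without D2.OR 2D nodule 2, and other mitochondrial lists moved with it. After cyclic loess, run on values already scaled by RMA, the median was -1.63. A second scaling thus hardly changed it, but this cannot exclude an effect of the first scaling. Fat cells in D2.OR 2D nodule 2 may contribute: the mean of 18 adipocyte genes not looked at before was 5.69 there and at most 3.40 in the other 14 nodules, and the most abundant genes of the whole list, Fabp4, Ucp1 and Cox8b, lay at 10.9, 10.3 and 10.2. The list has 38 genes, of which 3 stand in another list too. The cell line and dormancy stay open as biological explanations, untested here.

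D2.OR 3D nodule 2 stood apart from nodules 1 and 3, with a mean correlation to its group of 0.892 and the lowest array weight (0.325). Its 14 genes of heart and skeletal muscle had a mean of 3.83, against at most 2.52 in the other nodules, a signal in genes the paper does not discuss, and Myl7, Tnnt2 and Actc1 lay at 7.14, 5.73 and 5.65. Heart tissue in this nodule is a candidate source of part of the difference. Poorer RNA cannot be told apart from it, since the mean of the ribosomal protein genes was the lowest, 5.72, but close to the next lowest, 5.95. No biological explanation was tested.

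D2.A1 2D spindle nodule 3 lay far below the other 5 D2.A1 2D nodules in 6 list means. These were 3.30 for lysosome genes (next lowest 3.71), 3.16 for integrins and focal adhesion (3.47), 3.17 for senescence and secretory phenotype (3.43), 2.95 for alveolar type II cells (3.76), 3.11 for alveolar type I cells (3.56) and 2.90 for macrophages and monocytes (3.34). This nodule was also the lowest of the D2.A1 2D nodules in ribosomal proteins (5.95), core autophagy genes (2.51) and oxidative phosphorylation (3.75), though the highest in genes of T and NK cells (1.97). Its mean correlation with the other D2.A1 nodules was the lowest of the line (0.939). Of 74 groups tested for a sample apart from the rest these 6 had one. Chance gives about 1 in 20 independent groups, but these lists share the same nodules.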

How the results depend on the processing

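The comparisons against D2.OR 3D, the counts without both D2.OR 2D nodules, the one-way tests with a D2.OR array left out or over all transcript clusters, and the leave-one-out ranges of the list and pathway counts were chosen after the data were seen. Some D2.A1 nodules share a mouse, so p-values over nodules are too small, except between spindle and epithelial nodules, where the direction is not known. Where a value moved, the cause was not tested, except that fits of only the groups compared and averages of nodules of one number rest on fewer residual degrees of freedom.

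For priming in D2.OR, 61 genes passed (26.2% of them higher), but 35 over all transcript clusters, 203 with array weights, 122 after cyclic loess (40.2% higher), and 0 with only the groups compared (513 higher and 530 lower at an unadjusted p under 0.05 in limma) or by a one-way test after Benjamini-Hochberg (531 and 451). Leave-one-out gave 15 to 526. At the study's thresholds the 492 genes became 795 over all clusters, 190 with only the groups compared and 1914 with the alveolar type II mean as a covariate, with 425 to 698 in leave-one-out. By the one-way test they were 72, 0 after Benjamini-Hochberg and 172 over all clusters. Over genes the one-way test gave 32, 258 and 33 without D2.OR 3D nodule 1, 2 or 3 and 276 without D2.OR 2D nodule 2 (1 array on that side), and over all clusters 101 and 115 without D2.OR 3D nodule 1 or 3.

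The 931 genes of D2.A1 2D against D2.OR 2D became 396 with nodules of one number averaged and 107 against D2.OR 3D (leave-one-out 670 to 1315). The 575 of the epithelial nodules became 168 with only the groups compared, 895 after cyclic loess and 0 by the one-way test after Benjamini-Hochberg (1179 higher and 840 lower at an unadjusted p under 0.05, 466 at 2-fold and unadjusted p; leave-one-out 266 to 998). The 1152 of all D2.A1 against all D2.OR became 444 with nodules averaged and 380 without both D2.OR 2D nodules (leave-one-out 793 to 1747). For priming in D2.A1, the count of 1 became 4 over all clusters, 2 with array weights, 4 with only the groups compared and 0 with nodules averaged (leave-one-out 1 to 3). For spindle against epithelial nodules, 0 genes by limma (765 higher and 967 lower at an unadjusted p under 0.05) became 3 over all clusters, 8 above the median gene, 16 with a trended robust prior and 18 with array weights (leave-one-out 0 to 16). The 21 genes whose priming effect differed became 65 with array weights, 99 with the alveolar type II covariate and 68 after cyclic loess (leave-one-out 3 to 448).

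Pfkfb3 stayed lower than in D2.OR 2D in every setting. With only the groups compared it missed the threshold in D2.OR 3D (-2.45, adjusted p = 0.79), D2.A1 3D epithelial (-2.66, adjusted p = 0.15) and D2.A1 3D spindle nodules (-3.22, adjusted p = 0.095), and in D2.OR 3D with the alveolar type II covariate (-2.74, adjusted p = 0.058). In the other settings relative to D2.OR 2D the adjusted p was 0.00075 to 0.015, 0.00036 to 0.011 and 5.8e-05 to 0.0068 in these 3 groups. Leave-one-out gave -2.64 to -2.27 in D2.OR 3D, -3.19 to -2.82 in D2.A1 2D spindle, -3.11 to -2.75 in D2.A1 2D epithelial, -3.12 to -2.21 in D2.A1 3D epithelial and -3.43 to -3.00 in D2.A1 3D spindle nodules. Against D2.OR 3D the differences were -0.56, -0.48, -0.22 and -0.77 (2D spindle, 2D epithelial, 3D epithelial, 3D spindle; adjusted p = 0.46, 0.69, 0.92 and 0.28).

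The stepwise count of 1889 was 3365 over all clusters, 858 above the median gene and 5 with steps of at least 0.5 (leave-one-out 1704 to 2006). The core autophagy median of -0.13 missed the threshold above the median gene (-0.14, unadjusted p = 0.12 by camera), with an estimated correlation (-0.13, p = 0.11) and without D2.OR 2D nodule 2 (-0.076, p = 0.058), all unadjusted. Adjusted over the 252 list tests it missed the threshold without D2.OR 2D nodule 2 (0.11) and without nodule 3 (0.057), and leave-one-out gave -0.15 to -0.076. The 65 metabolic genes past 3-fold were 114 at 2-fold (leave-one-out 9 to 120), and the 122 list tests were 0 with an estimated correlation, where 39 had an unadjusted p under 0.05 (leave-one-out 110 to 131).

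Whether the replicate numbers pair the nodules stays open. Deviations of same-numbered nodules correlated by -0.01, -0.03 and 0.17 in D2.A1 2D, by -0.09 in D2.A1 3D and by 0.18 and 0.23 in D2.OR. Both D2.OR 2D nodules and D2.A1 2D spindle nodule 3 correlated best with their own number, and the other D2.A1 spindle nodules did not. With the replicate number as a block over all nodules, 17 genes passed for priming in D2.OR and 10 for the difference of priming. For spindle against epithelial, 9 passed with culture history and number together as a block, over the D2.A1 nodules alone. No other count of calls moved by over 1.5 times with these blocks.

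Of 1921 alternative values for 198 results of named genes, 1615 kept direction and side of the threshold, 263 lost the threshold, 28 gained it and 15 changed sign. Between D2.A1 2D and D2.OR 2D these were Egfr with the block (-0.040) and the covariate (-0.35), Ccl2, Erbb2 and Nckap1 with the covariate (-0.14, -0.30 and -0.16), and Pgr and Rb1cc1 after cyclic loess (-0.023 and -0.012). Leave-one-out gave -0.24 to 0.088 for Arnt, -0.082 to 0.15 for Egfr, -0.41 to 0.14 for Itga6, -0.12 to 0.71 for Nckap1, -0.014 to 0.049 for Pgr and -0.0060 to 0.062 for Rb1cc1. Pfkfb3 for priming in D2.A1 was -0.042 with the block and -0.20 to 0.25 in leave-one-out. No detection calls were used, so which weak signals lie above background is not known. Cyclic loess moved the median of all genes by at most 0.02 in size.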

Differences from the paper's values

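One-way tests over all transcript clusters or with a D2.OR array left out were chosen after the values were seen.

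At a difference of at least 2-fold and an unadjusted p under 0.05, the thresholds the paper states, limma counted 492 genes between D2.OR 3D and D2.OR 2D, and the paper's total is 295. The paper names an analysis of variance for its p without the groups that entered it, and its text sets unprimed beside primed cells without saying which is the reference of up and down. With D2.OR 2D as the reference 198 were higher, against the paper's 51 upregulated genes, and 294 lower, against the paper's 244 downregulated genes, which lies within 1.5 times. Turned, with D2.OR 3D as the reference, 294 stand against the paper's 51 and 198 against the paper's 244, which lies within 1.5 times. Of the alternatives set before the data were examined, the total came within 1.5 times of the paper's without D2.OR 3D nodule 3 (425) and in no other setting. A one-way test on these groups, set before the data were examined, gave 72 genes (33 higher and 39 lower in D2.OR 3D). Of the same alternatives none brought the higher genes within 1.5 times of 51, but turned, the 39 of the one-way test lie within 1.5 times of 51, and its 33 not of 244. Chosen after the values were seen, the one-way test over genes gave totals of 258 without D2.OR 3D nodule 2 (237 higher and 21 lower), 276 without D2.OR 2D nodule 2 (17 higher and 259 lower) and 329 without D2.OR 2D nodule 3 (15 higher and 314 lower). Without a D2.OR 2D nodule that side is 1 array, and the spread of the one-way test comes from the 3 D2.OR 3D nodules alone. Also chosen after the values were seen, the one-way test over all transcript clusters gave 55 higher clusters, and 46, 40, 42 and 60 without D2.OR 3D nodule 1, D2.OR 3D nodule 3, D2.OR 2D nodule 2 or D2.OR 2D nodule 3. Turned and also chosen after the values were seen, 55 and 75 lower clusters without D2.OR 3D nodule 1 or 3 come within 1.5 times of 51, as do the 237 higher genes without D2.OR 3D nodule 2 and 357 higher clusters without it of 244. How many of the paper's own genes these settings drop is not known, since its list of genes was not used here.

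Fig. 2g gives Pfkfb3 in each group over D2.OR 2D. In D2.OR 3D the paper's value is about 5.5-fold in Fig. 2g, read by eye, and the fold here was 0.183, or 5.45 with the direction turned (D2.OR 2D over D2.OR 3D). In D2.A1 2D spindle nodules the paper's value is about 7.7 in Fig. 2g, read by eye, and the fold here was 0.125, or 8.03 turned. In D2.A1 2D epithelial nodules the paper's is about 8.0 in Fig. 2g, read by eye, against 0.132, or 7.60 turned. In D2.A1 3D epithelial nodules the paper's is about 6.4 in Fig. 2g, read by eye, against 0.158, or 6.34 turned. In D2.A1 3D spindle nodules the paper's is about 9.4 in Fig. 2g, read by eye, against 0.107, or 9.31 turned. The folds as measured differ from the paper's in each of the 23 settings for the D2.A1 groups, and in each of the 22 for D2.OR 3D. With the direction turned, each group was within the paper's value in 22 settings, and the D2.A1 groups differed only against D2.OR 3D, a reference chosen after the values were seen.

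The paper's text gives Pfkfb3 as 4 to 8-fold higher in metastatic than in dormant tumors. Over the D2.A1 groups the fold of metastatic over dormant was 0.107 at the lowest and 0.158 at the highest, which differs in all 23 settings. Turned to dormant over metastatic, the lowest fold was 6.34 against the paper's 4, and the highest 9.31 against the paper's 8, which lies within 1.5 times. The turned lowest fold came within 1.5 times of the paper's in 2 settings, without D2.A1 3D epithelial nodule 1 (4.63) and without D2.OR 2D nodule 2 (5.59).

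The paper narrowed its genes by the order of stem cell frequency from D2.OR 2D to D2.A1 3D and then names Pfkfb3 among the genes that differed most, without saying that it rose at each step. Here its means on the log2 scale were 5.63, 3.18, 2.66 and 2.69 in that order, so it did not rise at each step. Fig. 5a draws 16 autophagy genes with a direction between D2.A1 and D2.OR, and of the 14 measured here 12 differed in the direction drawn. The 12 are counted by sign alone between D2.A1 2D and D2.OR 2D, and 6 genes had an adjusted p under 0.05 by limma. The legend of Fig. 5a gives a 2-fold cutoff. Of the 12, Atg3, Atf4, Ctsb, Sar1a and Arnt did not reach it (-0.67, -0.33, -0.47, -0.25 and -0.08). Between all D2.A1 and all D2.OR, Ccl2 also had the sign drawn (-0.15, adjusted p = 0.80 by limma).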

Other observations

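The exact test of list means between spindle and epithelial nodules, the list of lymph node genes and the counts without both D2.OR 2D nodules were chosen after the results were seen. The splits of the nodules were planned before their results were seen.

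Across both culture histories, D2.A1 nodules (10) differed from D2.OR nodules (5) in 1152 genes, 337 higher and 815 lower. Mtss1, a membrane-binding regulator of actin that was described as missing in metastasis, had the smallest p of all genes. It was higher by 3.13 on the log2 scale (standard error 0.14, adjusted p = 7.8e-07 from limma), and each D2.A1 nodule lay at or above 6.48 and each D2.OR nodule at or below 4.82. Myc, a transcription factor of growth, was higher by 2.54 (standard error 0.18, adjusted p = 1.5e-05), Pold2, a subunit of DNA polymerase delta, by 2.40 (standard error 0.20, adjusted p = 3.6e-05), and S100a6, a calcium-binding protein, by 3.05 (standard error 0.43, adjusted p = 0.0015). S100a6 lay at 9.33, 6.31 and 9.68 in D2.OR 3D nodules 1, 2 and 3, and at 5.92 and 5.57 in D2.OR 2D. Of 42 cell cycle genes 5 rose and none fell (14 rose when adjusted over the list alone; adjusted p = 0.34 with an estimated correlation), among them Anln, by 1.40 (standard error 0.20, adjusted p = 0.0017). Of 22 glycolysis genes 5 rose and 1 fell (6 and 1 over the list alone; adjusted p = 0.72 with an estimated correlation). Pgk1 rose by 1.79 (standard error 0.25, adjusted p = 0.0014) and Pkm, pyruvate kinase, by 1.12 (adjusted p = 0.040), and the gene that fell was Pfkfb3, by 1.73. The number of glycolysis genes that rose was 2 without D2.OR 2D nodule 3, and that of cell cycle genes 3 without D2.OR 2D nodule 2.

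Some genes of lymphocytes and vessels fell in D2.A1, and no list passed with an estimated correlation. Ltb, which encodes lymphotoxin beta, fell by 3.19 (standard error 0.16, adjusted p = 1.5e-06), Clec2d, a lectin that binds a receptor of NK cells, by 3.16 (standard error 0.21, adjusted p = 9.2e-06), and Ptprc, the leukocyte antigen CD45, by 3.06 (standard error 0.31, adjusted p = 0.00018). Of 14 antigen presentation genes 7 fell (9 over the list alone; adjusted p = 0.31 with an estimated correlation), of 21 genes of macrophages and monocytes 5 (5 over the list alone; adjusted p = 0.43 with an estimated correlation) and of 20 endothelial genes 7 (11 fell and 1 rose over the list alone; adjusted p = 0.14 with an estimated correlation). Leaving out D2.OR 2D nodule 3 leaves 1 array of D2.OR 2D with no spread of its own; the endothelial list then had an adjusted p of 0.0022 with an estimated correlation, and 8 genes of macrophages and monocytes fell without D2.OR 2D nodule 2 and without D2.OR 3D nodule 2. On 18 measured genes of lymph node follicles and high endothelial venules, 6 of which stand in another list, the mean was 3.88 and 5.03 in D2.OR 2D and between 3.33 and 3.58 in D2.OR 3D, against 2.20 to 2.71 in D2.A1. Its most abundant genes in D2.OR 2D nodule 2, Glycam1, Cxcl13 and Ltb, lay at 10.5, 7.96 and 5.87. The count of 1152 was 1747 without D2.OR 3D nodule 2 and 380 (81 higher and 299 lower) without both D2.OR 2D nodules. Chance is argued against for nodules taken as independent, but nodules of one mouse were split as separate units, so chance between mice was not tested. In a fit with 1 mean per side the real groups gave 766 genes, 1 of 100 splits, the real one, gave as many, and the highest of the other splits gave 2. Some D2.A1 nodules share a mouse, so p-values over nodules are too small.

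Priming in D2.A1 changed 1 gene, Apod, a lipid-binding apolipoprotein, which rose by 2.41 (standard error 0.19, adjusted p = 0.00046 from limma) and also rose by limma with each single array left out. Its means were 2.77 and 3.40 in spindle and epithelial nodules of D2.A1 2D, and 4.56 and 6.44 in those of D2.A1 3D. With nodules of one number averaged Apod did not pass (adjusted p = 0.098). The count was 3 without D2.A1 3D spindle nodule 2 and 2 without D2.A1 2D epithelial nodule 2. None of 24 hypoxia genes passed (2 rose when adjusted over the list alone; adjusted p = 0.32 with an estimated correlation). For the count of 1 gene chance cannot be excluded, since 6 of 100 splits of the 10 nodules gave as many, and the highest of the other splits gave 9. At an unadjusted p under 0.05, 665 genes were higher and 517 lower. Some of these nodules share a mouse, so p-values over nodules are too small.

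No gene passed limma's test between spindle and epithelial nodules of D2.A1, where 765 genes were higher and 967 lower at an unadjusted p under 0.05. The gene H2-Q10 had a difference of 2.16 (spindle minus epithelial, standard error 0.30, adjusted p = 0.053), H2-Ea, of antigen presentation, of -2.06 (standard error 0.55, adjusted p = 0.31), and Cdh5, cadherin of endothelium, of -1.25 (standard error 0.26, adjusted p = 0.18). Without D2.A1 2D spindle nodule 2, 16 genes passed, without D2.A1 3D spindle nodule 1, 3 passed, and without D2.A1 2D spindle nodule 3, 2 passed. With culture history and number together as a block, over the D2.A1 nodules alone, 9 passed (8 higher and 1 lower). Of 20 endothelial genes 9 were lower in spindle nodules when adjusted over the list alone (adjusted p = 0.14 with an estimated correlation; 0.0042 and 0.0022 without D2.OR 2D nodule 2 or 3). Their mean was 2.28 ± 0.07 (SD, n = 5) in spindle and 2.61 ± 0.09 (SD, n = 5) in epithelial nodules (exact permutation test, two-sided, p = 0.0079, 0.23 after adjustment over 36 lists), and each spindle nodule lay below each epithelial one (2.37 at the highest and 2.51 at the lowest). The mean of 14 antigen presentation genes was 3.88 ± 0.16 (SD, n = 5) in spindle and 4.33 ± 0.27 (SD, n = 5) in epithelial nodules (exact permutation test, p = 0.016, 0.23 after adjustment). The other list means were lower in spindle nodules too, except glycolysis, hypoxia response, mesothelium and heart and skeletal muscle. TGF-beta targets and components differed by -0.31 (exact permutation test, p = 0.024, 0.23 after adjustment). The paper places spindle nodules of D2.A1 at the pleura and epithelioid ones in the parenchyma, so morphology and site cannot be told apart. Splits cannot test a count of 0 genes, which each of the 100 splits reaches, and the highest of the other splits gave 1. A mouse that gave nodules of both morphologies can make these p-values too large, and nodules of one mouse on one side can make them too small, so the direction is not known.

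Of 13 genes of erythroid cells and platelets 6 were measured, and none passed limma between D2.A1 2D and D2.OR 2D or over its list alone (median difference 0.04, adjusted p = 0.94 with an estimated correlation).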
